# Cross‐species signaling pathways analysis inspire animal model selections for drug screening and target prediction in vascular aging diseases

**DOI:** 10.1111/eva.13708

**Published:** 2024-06-10

**Authors:** Fei Sun, Xingxing Chen, Shuqing Zhang, Haihong Jiang, Tianhong Chen, Tongying Xing, Xueyi Li, Rabia Sultan, Zhimin Wang, Jia Jia

**Keywords:** animal model, cross‐species signaling pathway analysis, drugs in research, single‐cell RNA‐seq, vascular aging

## Abstract

Age is a significant contributing factor to the occurrence and progression of cardiovascular disease (CVD). Pharmacological treatment can effectively alleviate CVD symptoms caused by aging. However, 90% of the drugs have failed in clinics because of the loss of drug effects or the occurrence of the side effects. One of the reasons is the disparity between animal models used and the actual physiological levels in humans. Therefore, we integrated multiple datasets from single‐cell and bulk‐seq RNA‐sequencing data in rats, monkeys, and humans to identify genes and pathways with consistent/differential expression patterns across these three species. An approach called “Cross‐species signaling pathway analysis” was developed to select suitable animal models for drug screening. The effectiveness of this method was validated through the analysis of the pharmacological predictions of four known anti‐vascular aging drugs used in animal/clinical experiments. The effectiveness of drugs was consistently observed between the models and clinics when they targeted pathways with the same trend in our analysis. However, drugs might have exhibited adverse effects if they targeted pathways with opposite trends between the models and the clinics. Additionally, through our approach, we discovered four targets for anti‐vascular aging drugs, which were consistent with their pharmaceutical effects in literatures, showing the value of this approach. In the end, software was established to facilitate the use of “Cross‐species signaling pathway analysis.” In sum, our study suggests utilizing bioinformatics analysis based on disease characteristics can help in choosing more appropriate animal models.

## 1 INTRODUCTION

Cardiovascular disease (CVD) is the leading cause of mortality and morbidity in developed countries (Benjamin et al., 2017). Aging is a major risk factor for cardiovascular disease (Brian et al., 2014). With aging, the function of vascular endothelial cells diminishes and the elasticity of the blood vessel wall weakens, leading to the alterations in vascular structures and functions (Ungvari et al., 2018). Drugs (e.g., ALT‐711 and MitoQ) can improve endothelial functions and arterial stiffness in healthy middle‐aged and elderly individuals for anti‐aging purpose (Kass et al., 2001; Murray et al., 2022).

Animal models play a crucial role in testing the safety and efficacy of drugs before advancing to humans clinical trials (Tsang et al., 2016). Rodents have the advantage of a short reproductive cycle and are relatively economical. However, rodents have significant physiological differences from humans (José et al., 2012; Meir & Leitersdorf, 2004). For example, in mice (*Mus musculus*), the levels of low‐density lipoprotein and very low‐density lipoprotein that contribute to human atherosclerosis are lower (Meir & Leitersdorf, 2004). Moreover, the majority of atherosclerotic plaques in mice mainly occur at the aortic root, which is different from humans (José et al., 2012). Non‐human primates can develop coronary artery fibro‐fatty atherosclerotic plaques similar to those found in humans when fed a high‐cholesterol diet (Getz & Reardon, 2012). One of the challenges hindering the widespread use of non‐human primate animal models is the high maintenance costs and extended growth cycles (Shim et al., 2016). Three‐dimensional (3D) in vitro models offer advantages, such as reproducibility, high‐throughput capability, and controllability. However, they suffer from inadequate mechanical properties and challenges in mimicking the progression of disease states (Mallone et al., 2021; Pollet & Den Toonder, 2020). For example, cell‐laden hydrogels based on collagen and fibronectin can recapitulate the layered structure of human blood vessel walls (Chen et al., 2006). They still faced challenges such as poor reproducibility and inadequate mechanical properties. The vascular chip system can replicate vascular structures, providing a spatial environment akin to diseased conditions with controllable mechanical stimuli. However, there is little research exploring the methods to induce late‐stage atherosclerotic plaques at present (Mallone et al., 2021). Spherical models of atherosclerosis are difficult to faithfully simulate the layered structure of atherosclerotic blood vessels (Chen et al., 2022).

Both in vivo and in vitro models have significant limitations in terms of predictability and reliability (Table S1). Among them, rodents were widely used animal models for vascular diseases (Figure 1a). However, the analysis of phylogenetic relationships indicated greater similarity between monkeys and humans, compared with rodents (Figure 1b). Therefore, setting up a reliable algorithm to select a suitable animal model capable of accurately predicting humans cardiovascular dysfunction remains a great challenge (McGonigle & Ruggeri, 2014). In this study, we performed a comparative analysis of the single‐cell transcriptomes of blood vessels in rats (*Rattus norvegicus*), monkeys (*Macaca fascicularis*), and humans (*Homo sapiens*) (Figure 1c). The results showed there were several genes and signaling pathways with consistent/distinct expression trends among rats, monkeys, and humans. Furthermore, an approach called “Cross‐species signaling pathway analysis” has been established and proven to be valuable in selecting appropriate animal models for drug research, confirmed by the consistent trends and the published drug screening results across three species. All the results indicated that our analytical approach held the potential to boost the selections of the animal models for the simulation of humans physiologically and pathologically.

**FIGURE 1:**
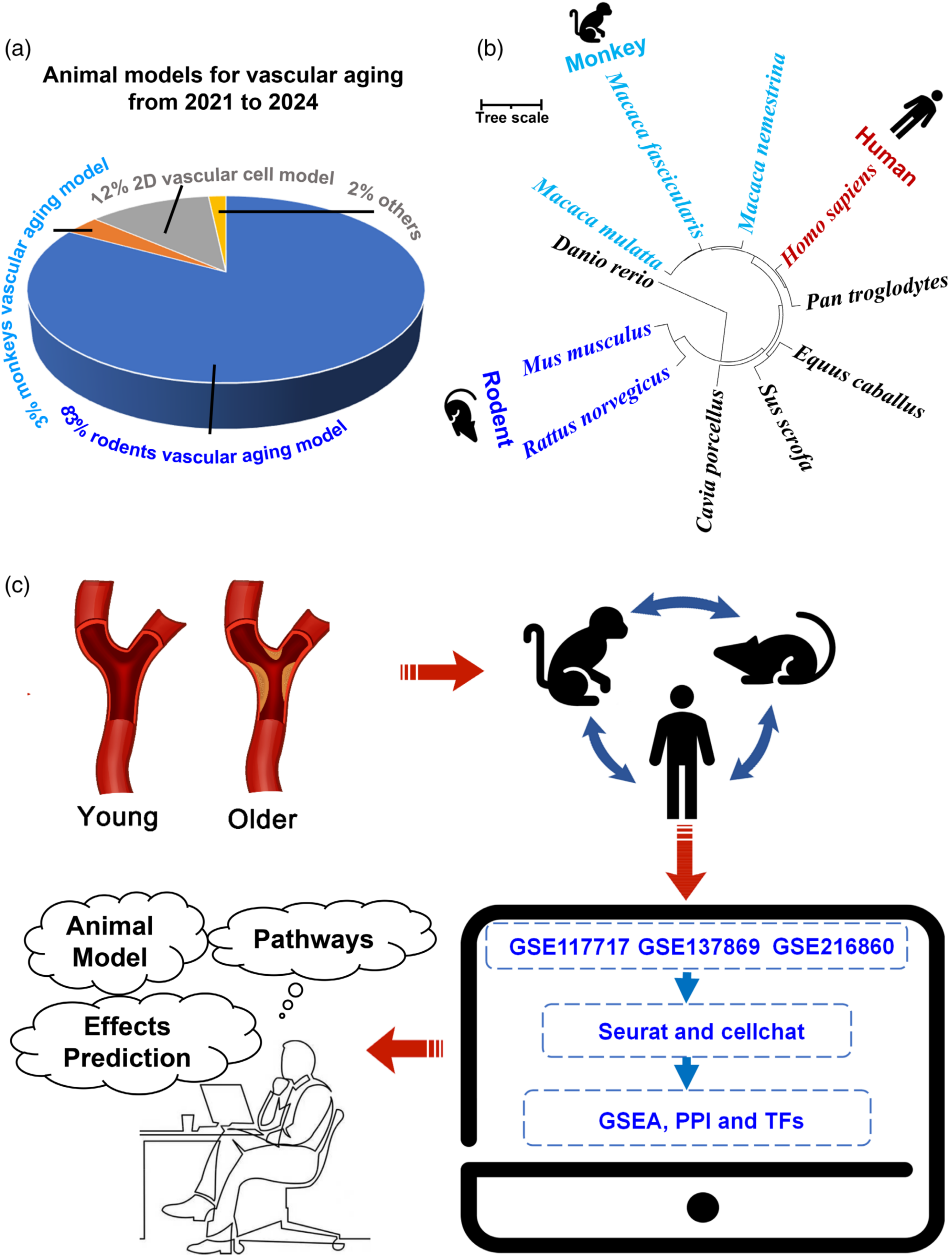
Cross‐species single‐cell transcriptome analysis inspires animal model selections for drug screening. (a) Animal models have been used for vascular aging studies from 2021 to 2024. (b) Species phylogenetic relationship analysis. (c) Schematic diagram of cross‐species single‐cell transcriptome analysis.

## 2 MATERIALS AND METHODS

### 2.1 Animals experiments and bulk RNA‐seq sequencing

Male C57BL/6 mice were purchased from Cavens‐Biomart (Changzhou, China). Additionally, 6‐week‐old male C57BL/6 mice were used as young mice; while 6‐month‐old male C57BL/6 mice were used as aged mice. 

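Sex-linked genes were read in each aorta library, as counts and as CPM (the count scaled to a common library total after TMM normalization). Xist, the RNA that silences 1 X chromosome in female cells, lies on chromosome X of GRCm38 from 103460366 to 103483254 in GENCODE M21. It had 14806 counts in young replicate 1, which is 305.6 CPM. In the other 5 libraries it had between 7 and 24 counts, or 0.204 to 0.636 CPM. The Y-linked gene Ddx3y, on chromosome Y from 1260771 to 1286629, had 53 counts in young replicate 1 and between 1488 and 2117 in the other libraries. Eif2s3y, on chromosome Y from 1010543 to 1028847, had 41 counts in young replicate 1 and between 1593 and 3179 elsewhere. Kdm5d and Uty had 7 and 5 counts there, against at least 519 and at least 209 in every other library. As CPM, Ddx3y was 36.1 ± 30.3 (SD, n = 3) in young and 55.5 ± 10.4 (SD, n = 3) in aged aorta, so its young spread rests on replicate 1.

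**Figure D1:**
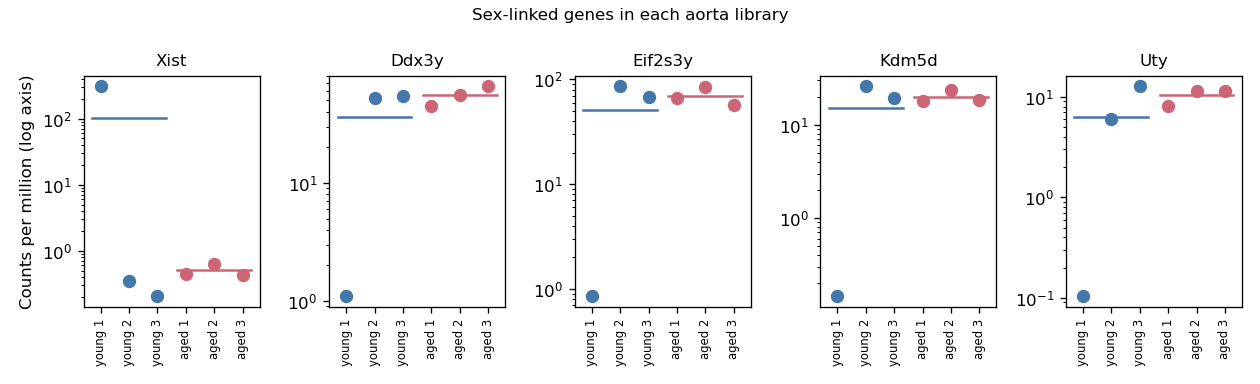
CPM of Xist and of 4 Y-linked genes in each of the 6 aorta libraries, on a log axis, with young libraries in blue, aged libraries in red and a line at the mean of each group. Young replicate 1 is at 305.6 for Xist, while the other libraries lie at 0.636 or below.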

All mice were housed under controlled conditions (24°C ± 1°C, 12‐h light/dark cycles, 55% humidity, and specific pathogen–free) and provided with free access to food and water. Before the experiment, the mice in the animal facility were given a 1‐week adaptation period. Animal experiments were performed according to protocols approved by the Ethics Committee of Shanghai University (YS2023‐038), which followed the ethical policies and guidelines on animal testing and research established by the China Animal Protection Committee. The mice were euthanized by cervical dislocation under anesthesia with xylazine (10 mg/kg). The adipose tissue around the aorta was dissected under a stereoscopic microscope. 

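Genes of adipocytes remained detectable in all 6 aorta libraries. Fabp4, a fatty acid binding protein of adipocytes and capillaries on chromosome 3 of GRCm38 (GENCODE M21), was at 603 ± 294 CPM (SD, n = 3) in young and 964 ± 492 (SD, n = 3) in aged aorta. Plin4, which coats lipid droplets, was at 522 ± 75.6 (SD, n = 3) CPM in young and 553 ± 310 (SD, n = 3) in aged aorta. Car3 was at 220 ± 183 (SD, n = 3) and 145 ± 29.3 (SD, n = 3) CPM. Ucp1, the uncoupling protein of brown fat, lies on chromosome 8 from 83290352 to 83298452 and reached 1422 CPM in aged replicate 2, against 45.2 to 361 in the other libraries. Cidea was at 311 CPM in that library and between 17.6 and 162 in the others. Over the 15 genes of an adipocyte list, the mean log2 CPM differed by -0.054 between aged and young aorta, less than the SD of 1.30 between libraries (exact two-sided permutation test, p = 0.9, where 0.1 is the smallest p that 3 mice against 3 allow).

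**Figure D2:**
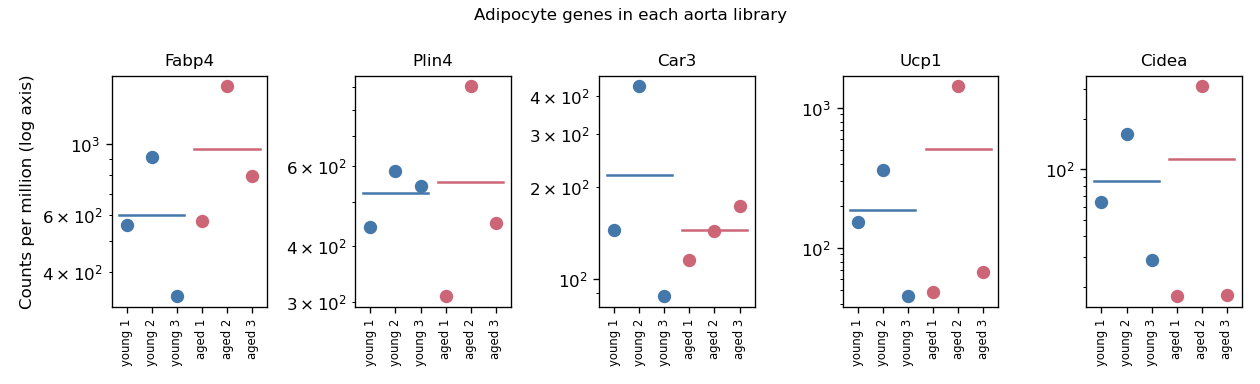
CPM of 5 adipocyte genes in each of the 6 aorta libraries, on log axes, with young libraries in blue, aged libraries in red and a line at the mean of each group. Aged replicate 2 has the highest value for Fabp4, Plin4, Ucp1 and Cidea, at 1422 for Ucp1.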

Blood vessels, approximately 2 cm in length, were collected from each mouse, snap frozen in liquid nitrogen, and stored at −80°C. Subsequently, the samples were sent to Shanghai Jingneng (Shanghai, China) for RNA sequencing. High‐throughput sequencing (HTS) was then performed at a minimum depth of ~50 million sequences per mRNA library. A single‐ended 50‐cycle sequencing strategy was used.

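RNA from the aorta of 3 young mice and 3 aged mice was sequenced, with 1 library per mouse. The authors counted reads per gene and also gave FPKM, the count scaled for gene length and for the reads of the library. The paper's text does not name the aligner, the counting tool or the genome build for these libraries. Its statistics section names Student's test or the Wilcoxon test for differences between groups in general, with no statement for the bulk RNA-seq alone. The counts are whole numbers without normalization. They summed to 45832185, 31857855 and 31049632 in young replicates 1, 2 and 3, with a median of 31857855. In aged replicates 1, 2 and 3 they summed to 35263764, 40365160 and 31933832, with a median of 35263764. These totals are reads counted on genes, which is another quantity than the depth of sequencing that the paper states, and all values here use them. Between 20772 and 22684 genes had at least 1 count in a library. FPKM stayed proportional to the counts, with an SD of 0.0066 on the log2 scale over 13483 genes. Genes encoded by the mitochondrial genome took between 14.9% and 21.2% of the counts in young aorta and between 23.1% and 30.4% in aged aorta. Reads matching a mitochondrial gene and its nuclear copy appear at both. Counts of Gm28437 divided by those of mt-Co3 lay between 0.999 and 1.00. The counts were normalized by edgeR's TMM method, and the 16612 genes that passed its filter on low counts were tested out of 55335. Aged was compared with young aorta by edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene lists for the 8 pathways of Table S2 were ranked by log2 fold change and tested by preranked enrichment with fgsea. These tests, the lists for Table S2 and the rule for naming genes were fixed before the data were examined. Tests and genes chosen afterwards are named as such in the closing sections.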

### 2.2 Animal models and species phylogenetic relationship analysis

The animal model statistics were obtained through analyzing the types of animal models used in the top 1000 cited articles related to “vascular aging” from 2021 to 2024 in the Web of Science citation database. OrthoVenn3 has been developed as a powerful, web‐based tool that enables users to efficiently infer phylogenetic relationships across a range of species (Sun et al., 2023). The phylogenetic relationships in this article were constructed using OrthoVenn3.

### 2.3 Collection of transcriptome data

The dataset in GEO database (Edgar et al., 2002) offered a number of valuable sources for mining the data of drug study and disease modeling. 

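In the mouse aorta libraries, edgeR called 0 of 16612 genes at an adjusted p below 0.05, with a lowest adjusted p of 0.189. At an unadjusted p below 0.05 there were 1723 genes, of which 923 were higher and 800 lower in aged aorta. DESeq2's Wald test called 338 genes, and limma on FPKM called 0 with a lowest adjusted p of 0.0538. Without aged replicate 2, edgeR called 110. The groups did not overlap for 16.5% of genes, where chance gives 10%. The enrichment of 8 pathways was computed over gene lists written by hand for this purpose, as normalized enrichment scores (NES) that are positive when a list is higher in aged aorta. Adjusted p values come from permutation of genes, which does not treat mice as replicates. Cytokine-cytokine receptor interaction had an NES of 1.99 (adjusted p = 6.03e-08, permutation of genes) and 111 of its 153 tested genes were higher. Phagosome had an NES of 1.99 and Systemic lupus erythematosus 1.75, with adjusted p of 2.75e-07 and 0.00163. Cell adhesion molecules reached 1.68, IL-17 signaling pathway 1.66 and Chemokine signaling pathway 1.58. NOD-like receptor signaling pathway was at 1.37 with an adjusted p of 0.0484. Neutrophil extracellular trap formation was at 1.34 with an adjusted p of 0.0527, and passed in 17 of 20 repeats with other random draws. All 8 scores were positive and 7 passed the threshold. With no filter on low counts, 1 list passed, and the score of Systemic lupus erythematosus fell to -0.89 (adjusted p = 0.823). Camera with a preset correlation of 0.01 between genes called 4 lists, namely Cytokine-cytokine receptor interaction, Phagosome, Cell adhesion molecules and Systemic lupus erythematosus. None of these calls held with an estimated correlation (lowest adjusted p 0.350, 0 lists at an unadjusted p below 0.05) or under fry (lowest adjusted p 0.224, 1 list at an unadjusted p below 0.05). Without aged replicate 3, 4 lists passed and Neutrophil extracellular trap formation fell to -1.14.

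**Figure D3:**
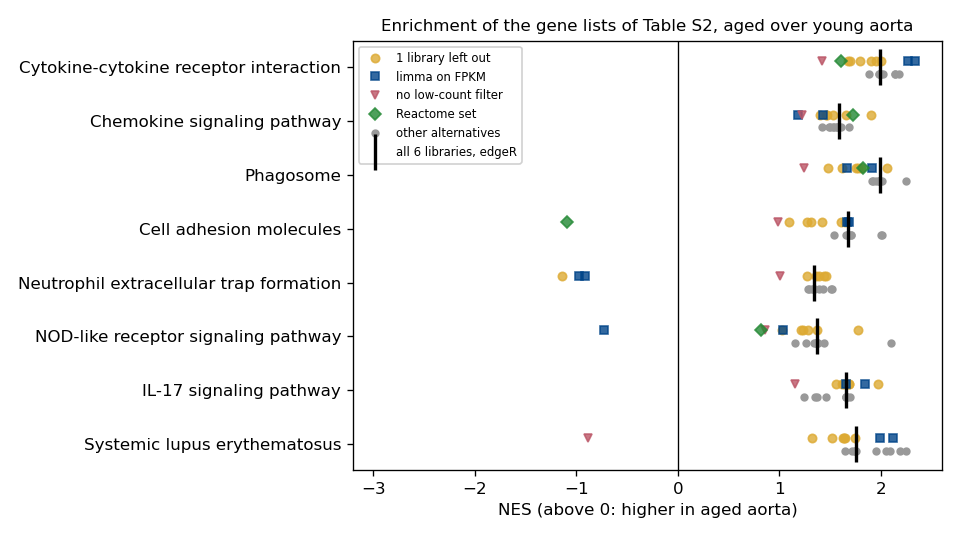
NES of the 8 gene lists for aged over young aorta (x axis), with the value from all 6 libraries as a black line and other points for values with 1 library left out, limma on FPKM, no low-count filter, Reactome sets and the other alternatives. Lines lie between 1.34 and 1.99, and points below 0 are seen for Cell adhesion molecules, Neutrophil extracellular trap formation, NOD-like receptor signaling pathway and Systemic lupus erythematosus.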

To verify the reliability of GEO database for the consistency among different RNA‐seq datasets of the same disease in identical animal models, the bulk‐seq datasets with GSE164585 and GSE145972 datasets were compared, showing the results aligned with clinical observations (Table S2) (Björkegren & Lusis, 2022; Libby, 2021). Downstream analysis of the scRNA‐seq datasets was performed using the “Seurat V4” R package developed by the New York Genome Center (Hao et al., 2021).

### 2.4 Gene set enrichment and protein–protein interaction analysis

In drug design, key proteins within a specific signaling pathway are often targeted as they play a crucial role in causing physiological or biochemical effects in cells (Gasek et al., 2021). In order to set up an evaluation criterion, it was investigated whether there is a consistent trend of a specific signaling pathway during vascular aging in rats, monkeys, and humans. Drugs targeting this consistent pathway had a good anti‐aging effect in clinical practice. Conversely, if a target pathway of the drug was not fully activated or inhibited in rats, monkeys, and humans, then selecting an appropriate animal model that closely resembled humans may lead to a better clinically relevant outcome of drug screening.

Gene set enrichment analysis (GSEA) was performed with the use of the Broad Institute algorithm GSEA 4.3.2 on a pre‐ranked list of genes defined from the differential expression analysis results (Subramanian et al., 2005). The enrichment score (ES) can reflect the position of a gene set (at the top or bottom of the overall ranking list). Among them, Normalized enrichment score (NES) is a normalized enrichment score of ES for each gene set. In addition, the GSEA enrichment method can also use positive (+) and negative (−) scores to estimate the significance level of gene sets. Therefore, the + and − values of NES have been used to estimate the activation or inhibition status of the pathway, respectively. The “clusterProfiler” R package was used to visualize the enrichment results (Yu et al., 2012).

The STRING database is an online software where protein–protein interaction (PPI) networks functional enrichment analysis can be performed (Szklarczyk et al., 2015). The DEGs were uploaded to the STRING database (http://string‐db.org/) to construct the PPI network. Cytoscape software (version 3.8.0) was used to visualize the interaction network. In addition, betweenness centrality (BC) algorithm in Cytoscape plug‐in cyto‐NCA was used to identify key genes.

### 2.5 Normalization of single‐cell RNA‐seq (scRNA‐seq) data

Single‐cell RNA‐seq data were massive. Therefore, the dimensionality of the dataset was first reduced. The first step in dimensionality reduction was to select highly variable genes (HVG) as feature selection (Blondel et al., 2008). After feature selection, the dimension of the single‐cell expression matrix was generally further reduced through principal component analysis (PCA) (Pearson, 2010). Clustering was the process of grouping cells based on the similarity of their gene expression profiles. The standardization method used for clustering the single‐cell dataset was the community detection algorithm (Weber & Robinson, 2016).

### 2.6 Clustering and differential expression analysis of scRNA‐seq data

The UMAP algorithm is a visualization dimension reduction technique that requires (approximate) k‐nearest neighbor computation (Pearson, 2010). The resolution of 0.1 was chosen as the optimal resolution for rats, monkeys, and humans to maximally separate the aging cell population from the young cell population (Figure S1). The FindAllMarkers function in Seurat (v4) was used with default parameters to identify marker genes for each cluster. The major cell types were classified by the PanglaoDB website (https://panglaodb.se/) and by the expression of known cell type marker genes (Figures S2 and S3). Differentially expressed genes with log_2_ [fold change] ≥ 0.1 and *p* value ≤ 0.05 were identified using the “FindMarkers” function, employing the “Wilcox” test with Bonferroni correction and log‐transformed fold changes.

### 2.7 Cell–cell communication analysis

CellChat (v1.6.1) is an open‐source R package designed for inferring cell–cell interactions. This R package is based on CellChatDB, a very comprehensive database of ligand–receptor interaction information built manually by Jin et al. (2021). Intercellular communication probability calculation is the main content of CellChat. Equation (1) was used to calculate the ensemble average expression of signal transduction genes in a given group of cells to account for noise effects.

(1) $$\mathrm{EM}=\frac{1}{2}Q_{2}+\frac{1}{4}\left(Q_{1}+Q_{3}\right),$$

where *Q*_1_, *Q*_2_, and *Q*_3_ were the first, second, and third quartiles of the expression levels of signal genes in a cell group.

CellChat projects gene expression profiles onto protein–protein networks based on a random walk propagation method (Paushter et al., 2018). Here, the way in which the communication probability *p*_*i*,*j*_ models *K* from cell group *i* to a particular ligand–receptor of *j* was calculated from Equations (2) and (3). In general, all ligand–receptor pairs were represented by a three‐position array *p* (*K* × *K* × *N*), where *K* was the number of cell populations and *N* was the number of ligand–receptor pairs or signaling pathways. The communication probability of a signaling pathway was calculated by calculating the sum of receptor–ligand pairs associated with it.

(2) $$p_{i,j}^{k}=\frac{L_{i}R_{j}}{K_{h}+L_{i}R_{j}}\times \left(1+\frac{AG_{i}}{K_{h}+AG_{i}}\right)\cdot \left(1+\frac{{\mathrm{AG}}_{j}}{K_{h}+AG_{j}}\right)\times \frac{K_{h}}{K_{h}+AN_{i}}\cdot \frac{K_{h}}{K_{h}+AN_{j}}\times \frac{n_{i}n_{j}}{n^{2}}$$

(3) $$L_{i}=\sqrt[{m1}]{L_{i,1}\cdots L_{i,m1}},R_{j}=\sqrt[{m^{2}}]{R_{j,1}\cdots R_{j,m2}}\cdot \frac{1+RA_{j}}{1+RI_{j}}$$

Here *L*_*i*_ and *R*_*j*_ represented the expression levels of ligand *L* and receptor *R* in cell groups *i* and *j*, respectively. RA and AG represented the mean expression of costimulatory receptors and soluble agonists, respectively. In addition, the proportion of each cell group was also included in the probability calculation, where *n*_*i*_ and *n*_*j*_ are the cells in cell group *i* and cell group *j*, respectively.

### 2.8 Transcription factors analysis

The primary analysis workflow of pySCENIC involves establishing transcription factor–target gene regulatory relationships, recognizing transcription factor binding motifs, and scoring transcription factor activity (Van de Sande et al., 2020). Hg38 was used as the reference genome database for monkeys and humans transcription factors. Mm10 was used as the rat reference genome database for transcription factors. Gradient boosting machine (GBM) algorithm was used to establish the regulatory relationship between transcription factors and target genes. GBM is a machine learning algorithm (Friedman, 2001). The basic idea of GBM algorithm is described below:

(4) $$F_{m}\left(x\right)=F_{m-1}\left(x\right)+\underset{h\in H}{\text{argmin}}\text{Loss}\left(y_{i},F_{m-1}\left(x_{i}\right)+h\left(x_{i}\right)\right).$$

*F*_*m*−1_ (*x*) represented the training sample *x*_*i*_, *y*_*i*_ (*i* = 1, …, *n*) cumulative model obtained at round *m*−1. The second term in the table indicated that a weak learner *h*(*x*) was found in the function space *h*, so that the loss of the *m* round cumulative model was minimized after adding this weak learner.

GBM built a powerful predictive model by combining multiple weak learners. The training process used gradient‐boosting technique to gradually improve the prediction ability of the model. In each round of iteration, the new weak learner was trained to correct the errors of the previous round model to reduce the residual of the model on the data.

### 2.9 Statistical analysis

All statistical analyses were performed using R software (v.4.3.0) (R Core Team, 2020). The student's *t*‐test or Wilcoxon test was used to analyze differences between the two groups. A significance level of *p* < 0.05 was considered statistically significant.

## 3 RESULTS

### 3.1 Cellular composition and interaction analysis of the vascular cells in rats, monkeys, and humans reveals similarities and differences among these three animal models

Single‐cell transcriptome analysis identified four major vascular cell populations: vascular fibroblasts (FBs), vascular smooth muscle cells (SMCs), vascular endothelial cells (ECs), and immune cells (IMMs) (Figure 2a). Among these, vascular FBs accounted for the largest proportion in rats and humans, at 42% and 26% respectively (Figure S3B). Vascular ECs constituted the smallest proportion in both rats and humans; while being the largest proportion in monkeys (Figure S3B). Additionally, the increased population of IMMs in aged individuals of rats, monkeys, and humans highlights the importance of IMMs in vascular aging, consistent with multiple previous reports (Figure 2b) (El Assar et al., 2013; Koutsaliaris et al., 2022; Liberale et al., 2022).

**FIGURE 2:**
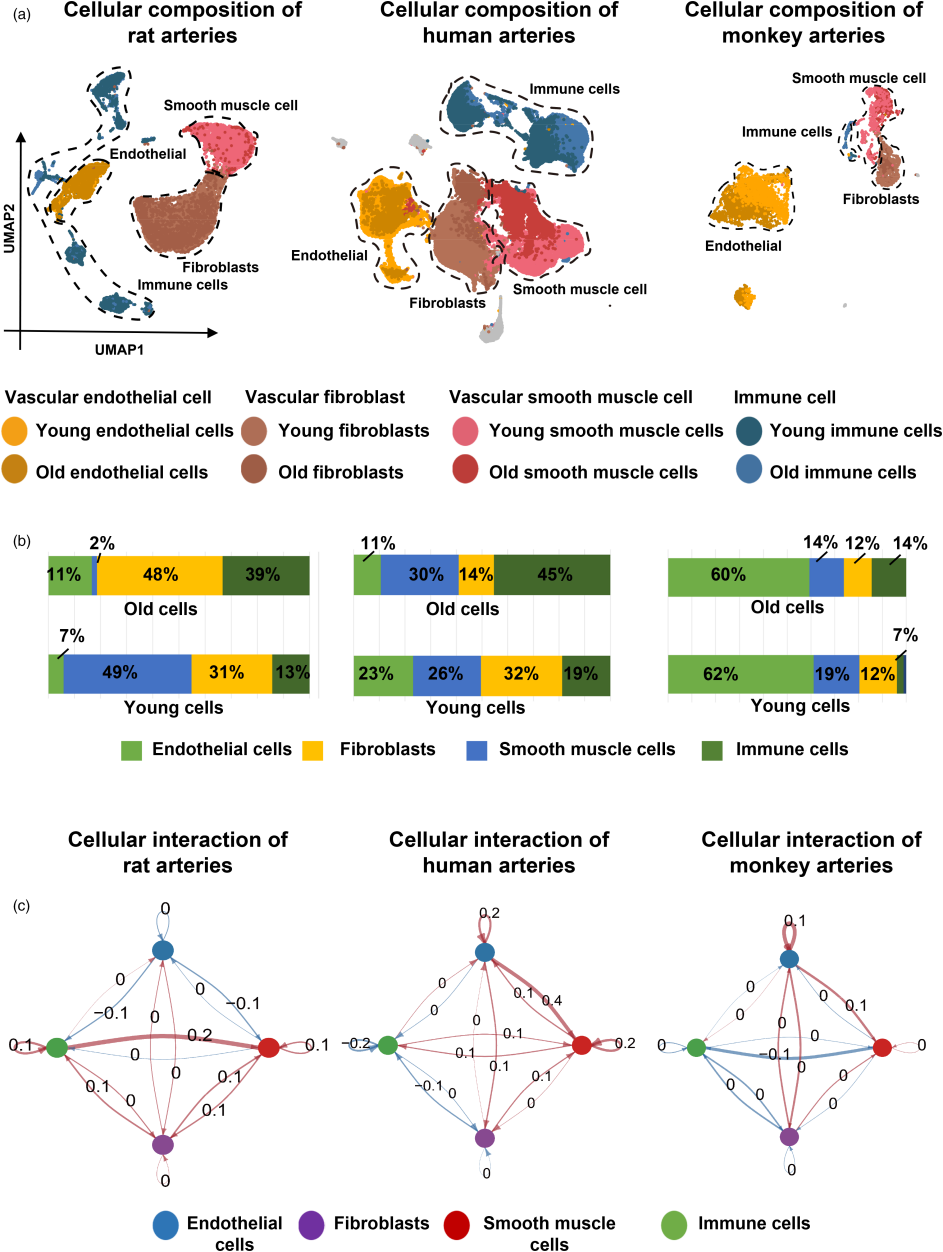
Cellular composition and interaction analysis of the vascular cells in rats, monkeys, and humans. (a) Uniform manifold approximation and projection (UMAP) plot shows the distribution of vascular cells in rats, monkeys, and humans. (b) Bar plots display the percentage of young and old vascular cells in rats, monkeys, and humans. (c) Circle plot highlights the differences in interaction intensity between old and young cells in rats, monkeys, and humans. The red lines represent increased interaction strength in old cells; while the blue lines represent decreased interaction strength in old cells.

To investigate the primary cell populations involved in vascular aging, we proceeded with CellChat analysis (Figure 2c). The results indicated that both the total number and strength of cell interactions increased in aging cells of rats, monkeys, and humans (Figure S4). By comparing the output and input signals of vascular FBs, vascular SMCs, vascular ECs and IMMs in rats, monkeys, and humans (Figure S4), the results showed that vascular FBs had the highest sum of input and output in aging individuals of humans and rats; while vascular ECs had the highest sum of input and output in aging monkeys.

### 3.2 The genes encoding collagen proteins were upregulated during vascular aging in rats, monkeys, and humans

Rats and monkeys had 3766 (42.5% of human differentially expressed genes) and 1476 (13.72% of human differentially expressed genes) differentially expressed genes associated with vascular aging, respectively (Figure 3a). Among the overlapping differentially expressed genes, the genes with the same relative expression trend between the young and old groups were defined as “same genes (SM genes)”; while the genes with the different expression trends were defined as “different genes (DE genes).” 131 SM genes showed the same relative expression trend among all overlapping differentially expressed genes in rats, monkeys, and humans (Figure 3b). We constructed a PPI network of these 131 SM genes that overlapped in rats, monkeys, and humans. The results showed that COL1A1 was one of the most significant central proteins in the PPI network, indicating its significant role during vascular aging (Figure 3c).

**FIGURE 3:**
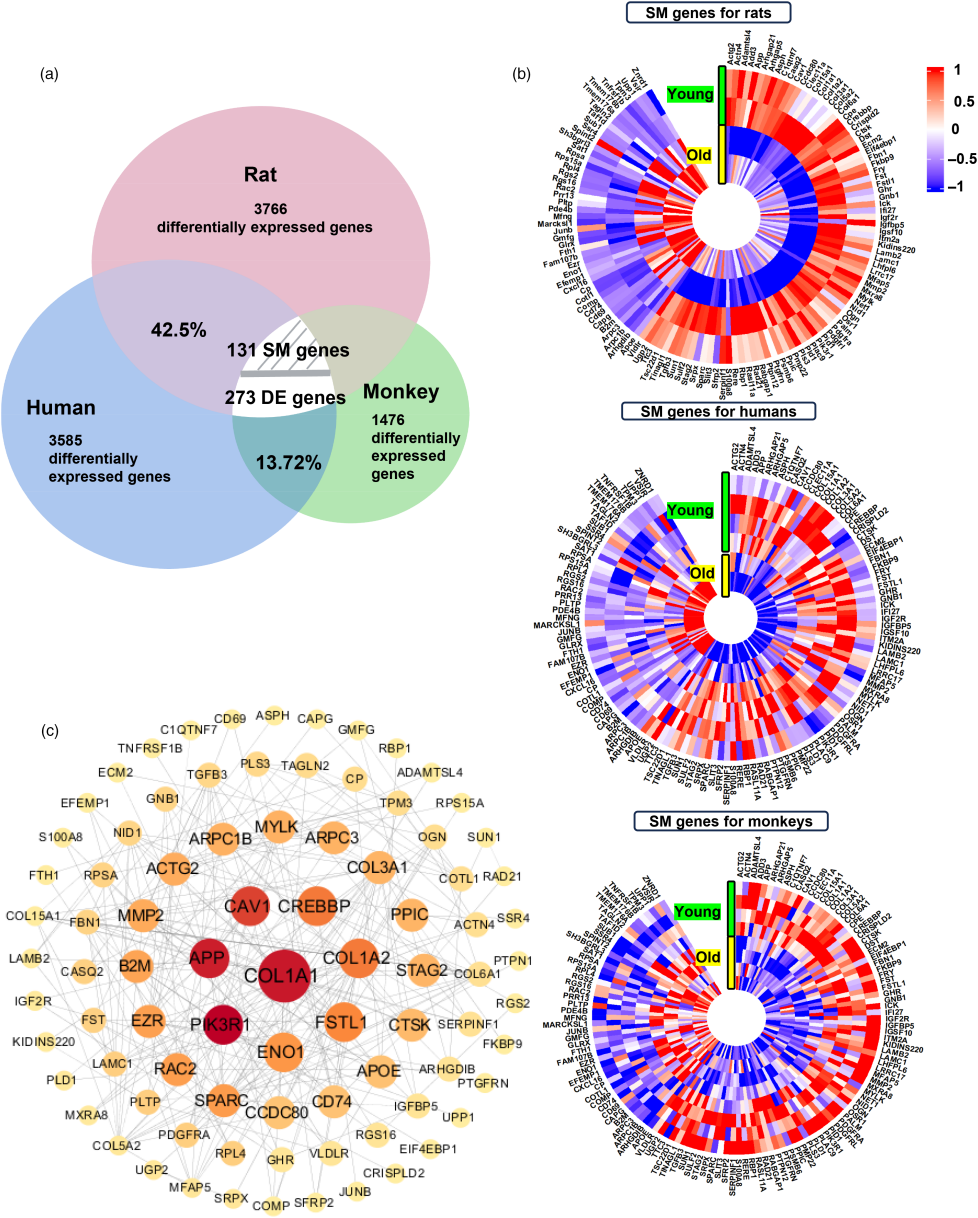
The genes encoding collagen proteins are upregulated during vascular aging processes in multiple species. (a) The Venn plots show the overlapping number of differentially expressed genes in rats, monkeys, and humans with fold change >0.1 or <−0.1, *p* value < 0.05. Among the overlapping differentially expressed genes, the genes with the same relative expression trend between the young and old groups were defined as “same genes (SM genes)”; while the genes with the different expression trends were defined as “different genes (DE genes).” (b) Heatmap presents the 131 SM genes in rats, monkeys, and humans. (c) Protein–protein interaction networks (PPI) based on 131 SM genes in rats, monkeys, and humans.

The COL1A1 gene encodes collagen and glycosylated cross‐linking of collagen can accumulate in senescent vascular cells, leading to vascular sclerosis (Deguchi et al., 2005; Vafaie et al., 2014). Our results indicated the importance of COL1A1 during vascular aging and suggested that collagen has the potential to be a drug target for delaying vascular aging, with promising clinical efficacy.

### 3.3 Differences in signaling pathways during vascular senescence in rats, monkeys, and humans reveal the importance of cross‐species transcriptome analysis in guiding animal model selection

The results of GSEA enrichment in rats, monkeys, and humans revealed 83 overlapping gene sets (79% in total gene sets) between rats and humans; while 38 overlapping gene sets (36% in total gene sets) were found between monkeys and humans (Figure S7B). The pathways with consistent NES symbols were defined as “SM signaling pathways”; while those with inconsistent NES symbols were labeled as “DE signaling pathways.” Notably, we observed that both the pathways of “ECM‐receptor interaction” (KEGG:04512) and “Focal adhesion” (KEGG:04510) were consistently downregulated in the aged aorta of rats, monkeys, and humans (Figure 4a and Table S5). Additionally, “IL‐17 signaling pathway” (KEGG:04657), “Lipid and atherosclerosis” (KEGG:05417), “Cellular senescence” (KEGG:04218) and “NF‐kappa B signaling pathway” (KEGG:04064) were activated (old/young NES = +) in senescent vascular cells in both rats and humans; while they were inhibited (old/young NES = −) in monkeys (Figure 4a and Table S5).

**FIGURE 4:**
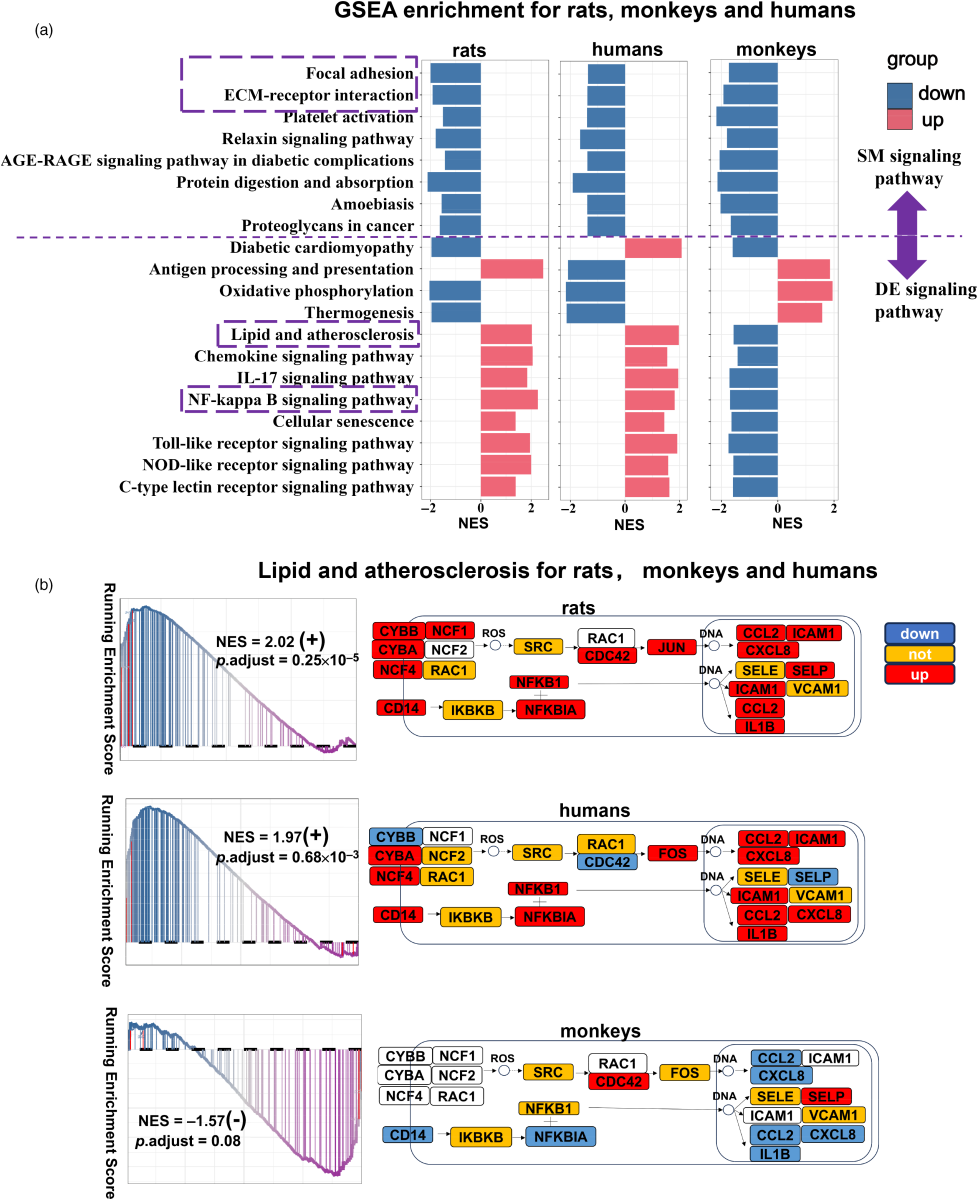
Differences in signaling pathways during vascular aging in rats, monkeys, and humans. (a) Bar plots display overlapping pathways among rats, monkeys, and humans. The pathways above the dashed gray line represent SM signaling pathways (a signal pathway with the same NES symbol); while the pathways below the dashed gray line represent DE signaling pathways (a signal pathway with a different NES symbol). (b) The pathway diagram shows the expression of the “Lipid and atherosclerosis” (KEGG:05417) signaling pathway in blood vessel cells of rats, monkeys, and humans. Red boxes indicate the upregulation in old cells. Blue boxes indicate downregulation in old cells. Yellow boxes indicate no change.

The COL1A1 gene encoding collagen is involved in the “ECM‐receptor interaction” and “Focal adhesion” signaling pathway. Glycosylated cross‐linked collagen is deposited in aging blood vessels (Susic et al., 2004). ALT‐711 and resveratrol are two major drugs that delay vascular aging by interfering with the degree of collagen cross‐linking (Csiszar et al., 2012; Rungratanawanich et al., 2021; Vaitkevicius et al., 2001; Vasan et al., 1996). From the literature, ALT‐711 has demonstrated consistent cardiovascular benefits in rats, monkeys, and humans. Another drug, resveratrol, has similar effects (Table 1). Therefore, the good clinical results of these two drugs may be due to the fact that the targeted signaling pathways were consistent in animal models and humans.

**TABLE 1:** Comparative efficacy of anti‐vascular aging drugs in rats, monkeys, and humans.

Category	Targeted pathways	Model	Drug	Result	References
SM	ECM‐receptor interaction	Rats	ALT‐711	Reversing the increase in arterial stiffness	Wolffenbuttel et al. (1998)
	ECM‐receptor interaction	Monkeys	ALT‐711	Improving arterial and ventricular function	Vaitkevicius et al. (2001)
	ECM‐receptor interaction	Humans	ALT‐711	Cardiovascular benefits	Kass et al. (2001)
	Focal adhesion	Rats	Resveratrol	Delaying vascular aging	da Luz et al. (2012)
	Focal adhesion	Monkeys	Resveratrol	Delaying vascular aging	Csiszar et al. (2012)
	Focal adhesion	Humans	Resveratrol	Delaying atherosclerosis	Micans (2013)
DE	Lipid and atherosclerosis	Rats	MitoQ	Reversing endothelial dysfunction	Gioscia‐Ryan et al. (2018), Gioscia‐Ryan et al. (2014)
	Lipid and atherosclerosis	Monkeys	MitoQ	Only be effective in 23–25‐year‐old animals	Klots et al. (2022)
	Lipid and atherosclerosis	Humans	MitoQ	Delaying atherosclerosis	Murray et al. (2022), Rossman et al. (2018)
	NF‐kappa B signaling pathway	Rats	Salicylic acid	High embryotoxicity	Wilson et al. (1977)
	NF‐kappa B signaling pathway	Monkeys	Salicylic acid	Low embryotoxicity	Wilson et al. (1977)
	NF‐kappa B signaling pathway	Humans	Salicylic acid	Improving vascular endothelial	Labib et al. (2018)

Abbreviations: DE, signaling pathways with opposite relative expression trends; SM, signaling pathways with consistent relative expression trends.

Aging vessels are also associated with decreased nitric oxide (NO) availability, endothelial dysfunction, oxidative stress, and increased inflammation. MitoQ and salicylic acid can delay the aging process by reversing the phosphorylation of nuclear factor kappa B, reducing the production of ROS by mitochondria, and eliminating inflammation (Ungvari et al., 2018). Here, we noticed that there was a consistent expression trend in rats and humans (but not monkeys) for the pathway of “Lipid and atherosclerosis” (KEGG:05417) and the “NF‐kappa B signaling pathway” (KEGG:04064) (Figure S8A). The literature indicated that MitoQ was only effective in monkeys aged 23–25 years. It was not useful or even harmful in old animals (Klots et al., 2022). Moreover, there have been no reported adverse developmental effects in clinical trials up to the maximum recommended therapeutic dose for salicylic acid, which was similar to the results in the rat model, but not in the monkey model (Table 1).

In conclusion, when selecting the animal models for preclinical studies, it was necessary to analyze the consistency between the animal models (e.g., rodents or monkeys) and humans. Specifically, we needed to carefully select animal models when we were choosing “DE signaling pathways” in rats or monkeys; otherwise, it might have led to the failure of drug clinical trials. On the other hand, it is practical to use either rats or monkeys as the animal model for the signaling pathway with consistent NES symbols to humans.

### 3.4 Prediction of potential novel targets for anti‐vascular aging drugs with cross‐species signaling pathways analysis

The analysis above suggested that rats and humans were more similar in the process of vascular aging compared with monkeys. Based on this, we further compared the similarity of transcription factors (TFs) regulating vascular aging between rats and humans. The results showed that the transcription factor AP‐1 family exhibited significant differences during the process of vascular aging in humans. Among them, JUNB, JUN, ATF3, and FOS were all highly expressed in senescent cells, which were also upregulated in rat senescent transcriptomes. In addition, FOS and JUN were present in the “lipid and atherosclerosis” (KEGG:05417) (SM pathway in rats and humans) (Figure 4b). The study showed that JUN, ATF3, and FOS could regulate cellular senescence by establishing accessible chromatin, which echoed the results we had discovered above (Table 2) (Vierbuchen et al., 2017).

**TABLE 2:** Comparison of experimental results of AP‐1 family members in regulating cellular senescence in rodents and humans.

Key factors	Results	Species	Model	Conclusion	References
ATF3	Reconstructing accessible chromatin profiles	Human	HUVEC	Successful	Zhang et al. (2020)
c‐JUN	Regulation of oncogene‐induced senescence programs	Human	FBs	Successful	Martínez‐Zamudio et al. (2020)
FOS/JUN	Core enhancers for FBs	Rodents	FBs	Successful	Vierbuchen et al. (2017)
JUN	Regulation of HAEC transcription by binding enhancers	Human	HAEC	Successful	Hogan et al. (2017)
JUNB/ATF3	Functions to promote angiogenesis	Rodents	ECs	Successful	Zhong (2023)

Abbreviations: FBs, fibroblasts; HUVEC, human umbilical vein endothelial cells; TFs, transcription factors.

Therefore, transcription factor AP‐1 family, especially FOS, JUN, ATF3, and JUNB, were the key molecules affecting vascular cell senescence. When evaluating drugs that targeted these TFs, rats might have been a more appropriate animal model than monkeys. We also constructed software for searching the vascular aging pathways in rats, monkeys, and humans. Using this software, we could search for the vascular aging pathways overlapped in rats, monkeys, and humans (Figure S9).

## 4 DISCUSSION

Animal models have been widely used for disease study, drug screening, and preclinical validations since the 1900s (Baptista et al., 2021). However, in clinical drug testing, 90% of the drugs failed due to the loss of drug effects or the occurrence of side effects (Sun et al., 2022). One of the reasons for these problems was the significant differences between animal models used in drug screening and the actual physiological levels in humans (Davis et al., 2020; Emmerich et al., 2021). In June 2022, the Food and Drug Amendment Act of 2022 (H.R.7667) was passed by the United States House of Representatives. On the eve of Christmas that year, the FDA Modernization Act 2.0 was officially passed, adding that “FDA no longer listed animal experiments as a necessary part of drug development.” The passage of this bill once again confirmed the long‐standing issue of model safety and efficacy in animal experiments, which differed greatly from clinical argumentation (Alastair Stewart et al., 2023). Signaling pathways are often used as important targets for drug design (Zheng et al., 2020). In this article, an approach called “Cross‐species signaling pathways analysis” was developed to compare the similarities and differences among different models. It was discovered that the signaling pathways (e.g., ECM‐receptor interaction, focal adhesion) were expressed similarly during vascular aging in rats, monkeys, and humans. Additionally, the signaling pathways (e.g., IL‐17 signaling pathway, lipid, and atherosclerosis, NF‐kappa B signaling pathway) were similarly expressed in rats and humans but oppositely expressed in monkeys (Figure 4). Through the analysis, it was found that using rats and monkeys as screening models when targeting SM signaling pathways (such as ECM‐receptor interaction and Focal adhesion) was feasible. However, careful considerations were necessary for choosing the proper models (e.g., rats but not monkeys) when targeting the DE signaling pathways (such as IL‐17 signaling pathway, lipid and atherosclerosis, and NF‐kappa B signaling pathway).

“Cross‐species signaling pathways analysis” revealed that bioinformatics analysis based on disease characteristics can help to select more appropriate animal models in clinical drug trials. Species phylogenetic relationships analysis showed that monkeys and humans were closer in genome composition compared with rodents. However, interestingly, our analysis indicated that rodents were closer to humans in terms of vascular cell composition and vascular cell interactions during the process of vascular aging. Additionally, the differential expressed genes and signaling pathways shared between rodents and humans were more abundant than those shared with monkeys. Therefore, simply relying on phylogenetic relationships to select the most similar animal model could not fully simulate the true characteristics of the disease in models. The development of 3D in vitro models provides a new perspective for selecting biological models (Mallone et al., 2021; Pollet & Den Toonder, 2020).

Furthermore, “Cross‐species signaling pathways analysis” can also inspire the design of the drugs related to vascular aging. In our study, we found that JUNB, JUN, ATF3, and FOS were significantly upregulated in aged rats and humans vascular cells (Figure 5). Several reports have obtained similar experimental results to support our findings. For instance, Martínez‐Zamudio et al. (2020) reported that AP‐1 can imprint a reversible transcriptional program on senescent cells (Table 2). Chao Zhang et al. (2020) found that the increased openness of chromatin facilitated the binding of the motile transcription factor ATF3, which promoted cell aging. The experimental results from Vierbuchen et al. (2017) showed that FOS/JUN can establish accessible chromatin by synergistically binding with nucleosome enhancers and recruiting the AWI/SNF (BAF) chromatin remodeling complex. Hogan et al. (2017) found that the AP‐1 transcription factor regulated HAEC transcription by binding to enhancers. Additionally, the exposure of HAEC to pro‐inflammatory cytokines led to signal‐specific changes in the enhancer landscape, which were associated with coordinated binding with NF‐κB. Zhong Liu et al. identified a set of key TFs regulating mouse aging‐associated DEGs, including EGR1, JUNB, and ATF3 (Zhong et al., 2023). Therefore, JUNB, JUN, ATF3, and FOS were estimated to be potential targets for anti‐vascular aging therapies. All these facts further validated the value of the approach of “Cross‐species signaling pathways analysis.”

**FIGURE 5:**
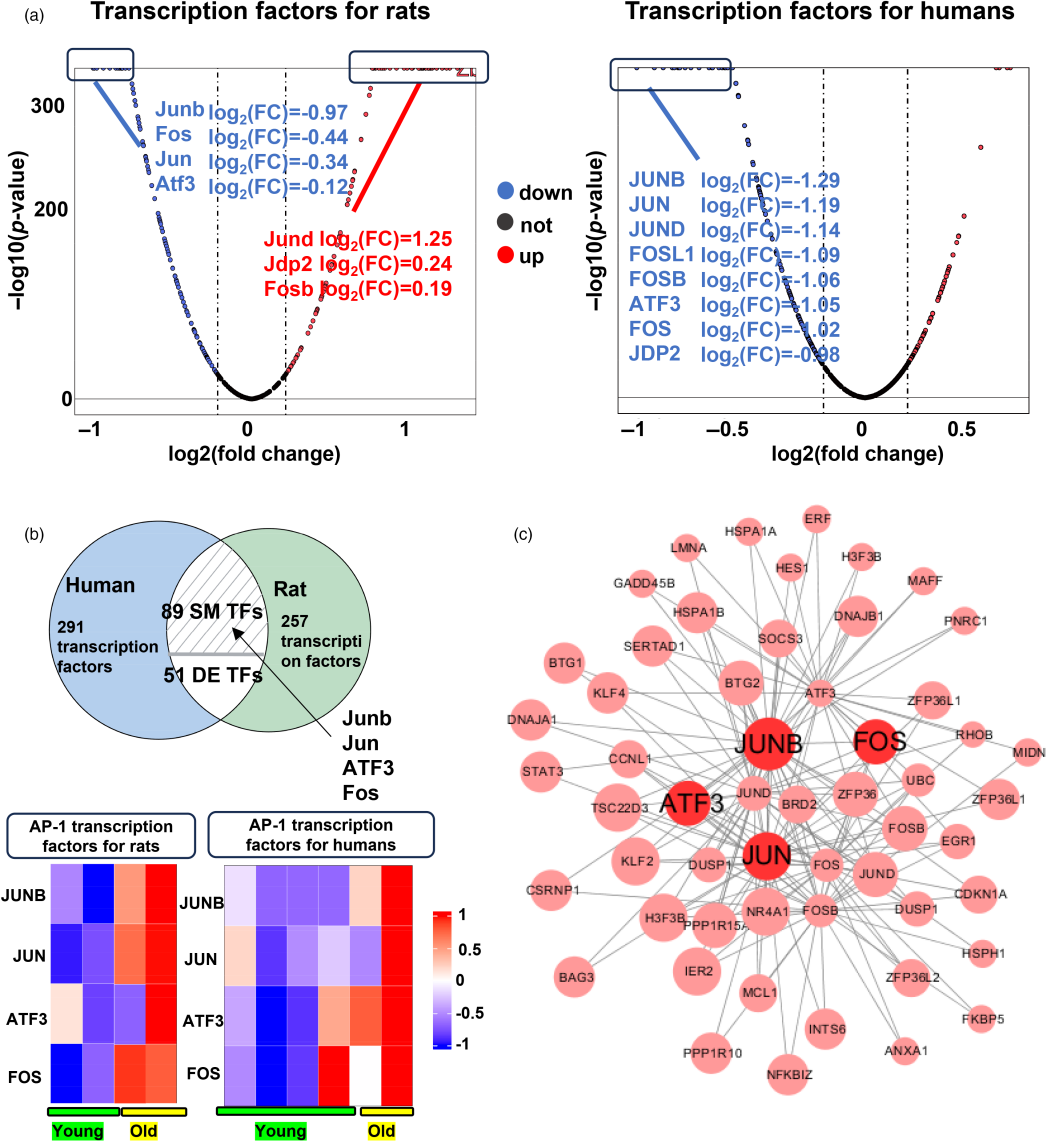
Prediction of potential novel targets for anti‐vascular aging drugs. (a) Volcano plot shows the significantly different transcription factors (TFs) during rats and humans' vascular aging. (b) The Venn plots demonstrate the overlap of TFs in rats and humans with fold change >0.1 or <−0.1, *p* value < 0.05. Heatmap shows FOS, JUN, JUNB, and ATF3 gene expression. (c) Network diagram shows the FOS, JUN, JUNB, and ATF3 regulation of the downstream genes.

However, this study also had some limitations. Firstly, the work on our proposed “Cross‐species signaling pathways analysis” was a pipeline for analyzing transcriptome data rather than a new algorithm. Secondly, we used a simple Wilcoxon test in the Seurat R package, which was acceptable for understanding cell type‐specific markers but not very comprehensive for differential expression under different conditions (such as old vs. young in this study). In addition, collecting and comparing vascular single‐cell data from more model animals (e.g., pig, rabbit, zebrafish, etc.) might make our cross‐species signaling pathway analysis more meaningful. Finally, we also hope that our cross‐species signaling pathway analysis method can be applied to other disease types, not just the vascular aging diseases in this article.

## 5 CONCLUSIONS

In sum, an approach called “Cross‐species pathway analysis” was developed to select suitable models for drug screening. The effectiveness of this method was validated through the analysis of the pharmacological predictions of four commonly used anti‐vascular aging drugs and their validation through animal/clinical experiments. Finally, the AP‐1 family of TFs, especially JUNB, JUN, ATF3, and FOS were identified as anti‐vascular aging drugs that are consistent with the literature reports. These drug targets for anti‐vascular aging showed promise for further clinical trials. In the future, more algorithms may be needed to understand the differences in transcriptome among different species. Apart from animal models, organ‐on‐chip models also have certain advantages in drug research, including improved accuracy, shortened time, and cost savings.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflict of interest.

## ANIMAL EXPERIMENT

Male C57BL/6 mice were purchased from Cavens‐Biomart (Changzhou, China). Animal experiments were performed according to protocols approved by the Ethics Committee of Shanghai University (YS2023‐038), which followed the ethical policies and guidelines on animal testing and research established by the China Animal Protection Committee. The mice were euthanized by cervical dislocation under anesthesia with xylazine (10 mg/kg, Meryer, China). Vessel samples were sent to Shanghai Jingneng (Shanghai, China) for RNA sequencing.

## Supporting information

Figure S1.
Figure S2.
Figure S3.
Figure S4.
Figure S5.
Figure S6.
Figure S7.
Figure S8.
Figure S9.

Table S1.
Table S2.
Table S3.
Table S4.
Table S5.

## Data Availability

Data openly available in a public repository (GSE246658). All data supporting the results of this study are available in the article and its supplementary information document, or upon request from the corresponding author. No custom code or mathematical algorithms were used, and the name and version of the software are included in the methods.

# Supplementary material for: Cross‐species signaling pathways analysis inspire animal model selections for drug screening and target prediction in vascular aging diseases
**Source:** Evol Appl. 2024 Jun 10;17(6):e13708. doi: 10.1111/eva.13708
**Supplement:** Supplementary file 1 — Figure S1. Figure S2. Figure S3. Figure S4. Figure S5. Figure S6. Figure S7. Figure S8. Figure S9.

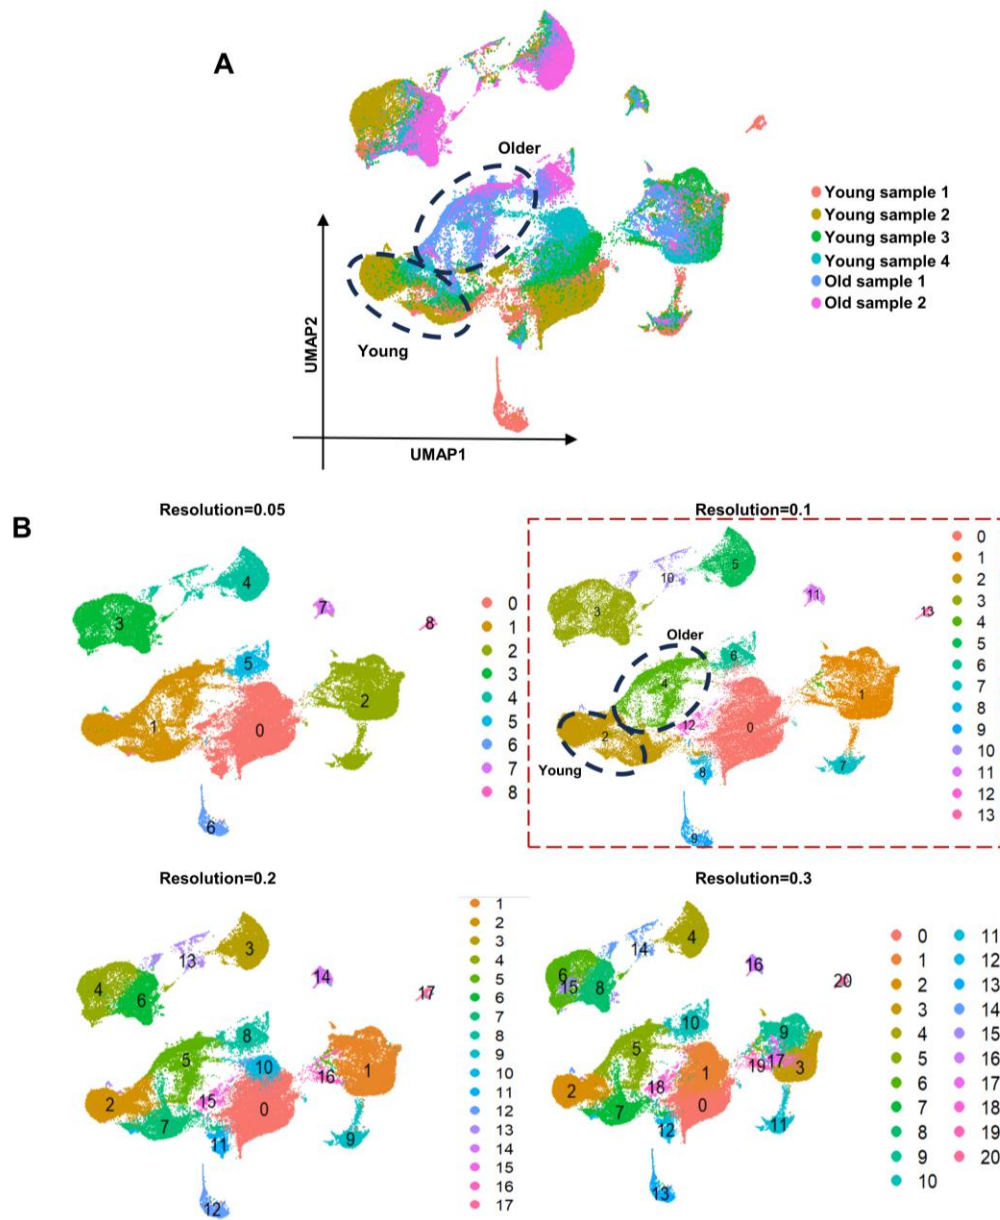

**Figure S1.** Uniform manifold approximation and projection (UMAP) resolution selection. (A) UMAP plot shows the distribution of cells from different vascular samples in humans. (B) UMAP plot shows the number of clusters under different resolution conditions of 0.05, 0.1, 0.3 and 0.4.

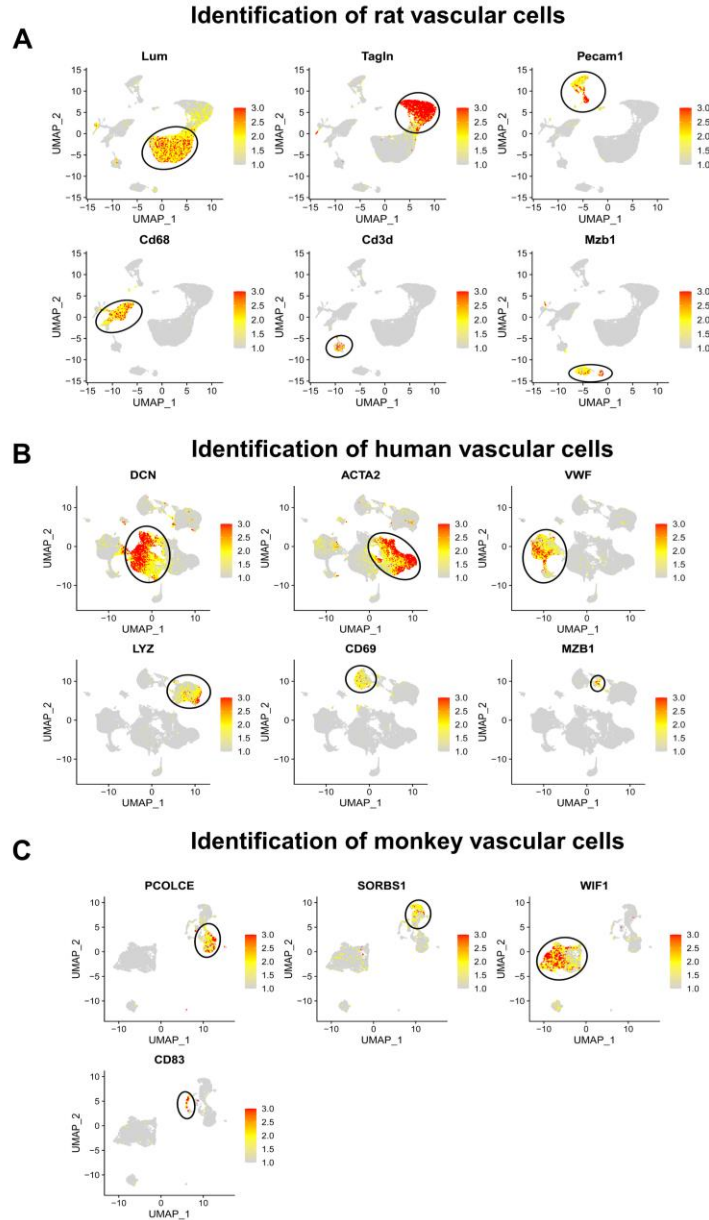

**Figure S2.** Identification of vascular cells in rats, monkeys, and humans. (A) UMAP plot shows the expression of known identified specific cell markers for rats using the same layout as in Figure 2A (gray, no expression; dark red, relatively higher expression). Lum, Tagln and Pecam1 are the marker genes for rat vascular fibroblasts (FBs), vascular smooth muscle cells (SMCs) and vascular endothelial cells (ECs), respectively. Cd68, Cd3d and Mzb1 are the marker genes for rat vascular immune cells (IMMs). (B) UMAP plot shows the expression of known identified specific cell markers for humans. DCN, ACTA2 and VWF are the marker genes for human vascular FBs, vascular SMCs and vascular ECs, respectively. LYZ, CD69 and MZB1 are the marker genes for human vascular IMMs. (C) UMAP plot shows the expression of known identified specific cell markers for monkeys. PCOLCE, SORBS1 and WIF1 are the marker genes for monkey vascular FBs, vascular SMCs and vascular ECs, respectively. CD83 is the marker gene for monkey vascular IMMs.

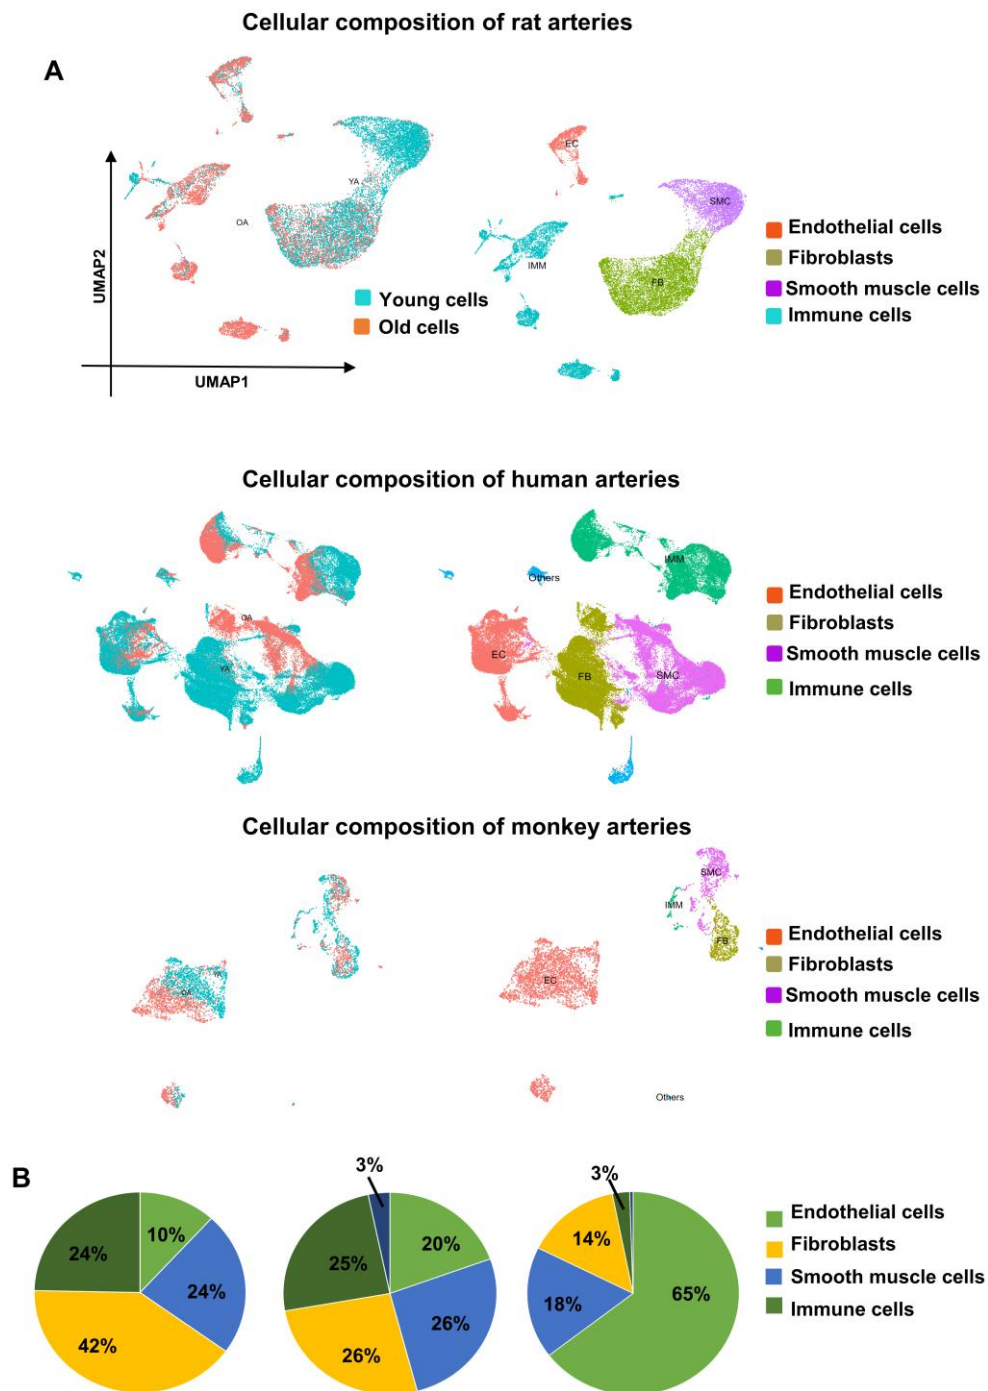

**Figure S3.** The composition of blood vessel cells, related to Figure 2B. (A) UMAP plots show the composition of blood vessel cells in rats, monkeys, and humans. (B) Pie charts show the proportions of vascular cells types in rats, monkeys, and humans.

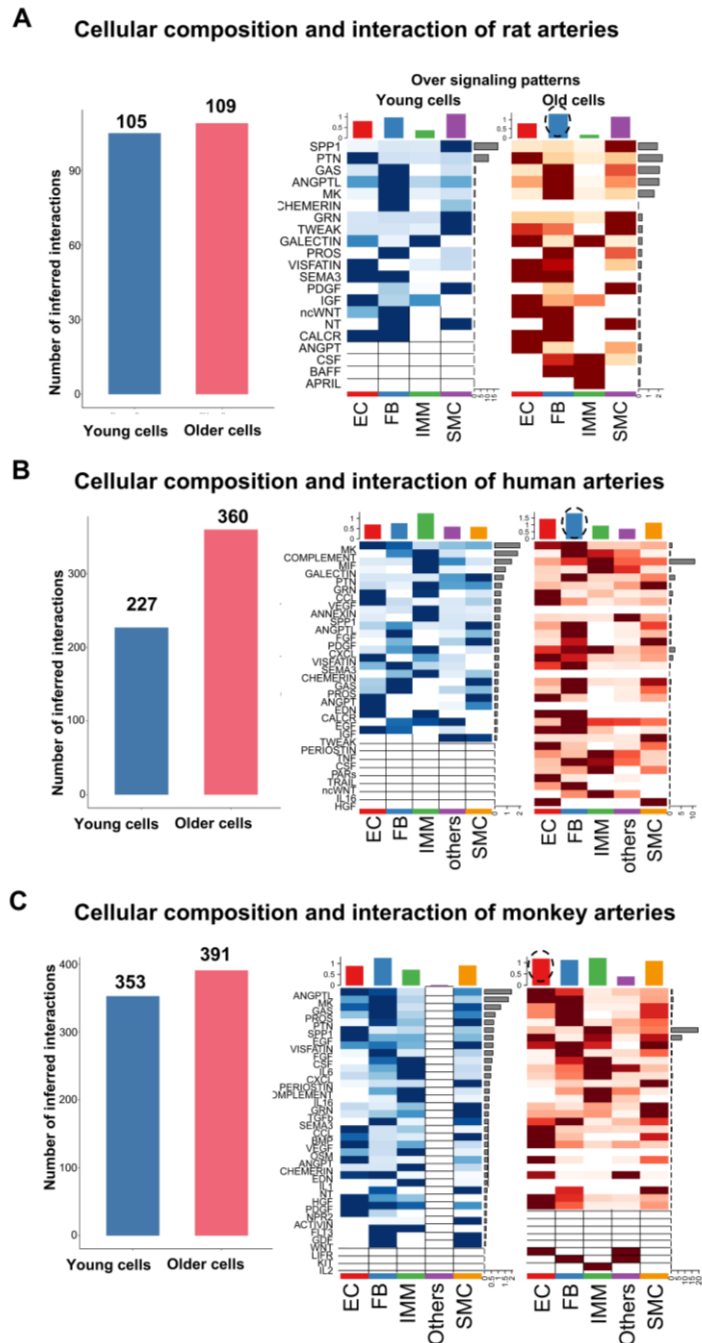

**Figure S4.** CellChat analysis for vascular single-cell RNA-seq (scRNA-seq) in rats, monkeys and humans, related to Figure 2C. (A) Cellular composition and interactions in rat arteries. Bar plots show the total internal interactions in terms of quantity and intensity in rats. Old cells are represented in red; while young cells are represented in blue. Heatmaps display the overall signaling patterns of transmitting (or incoming) signals from young and older cells in rats. (B) Cellular composition and interactions in human arteries. (C) Cellular composition and interactions in monkey arteries.

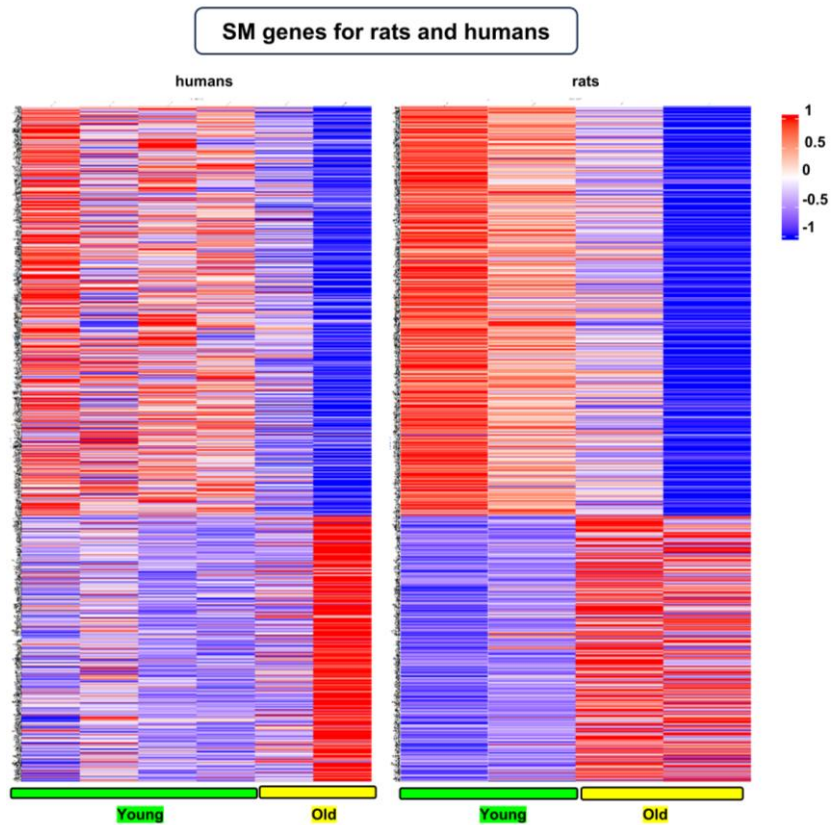

**Figure S5.** Heatmap presents the genes with the same relative expression trend between the young and old groups (SM genes) in rats and humans. Each cell in the heatmap represents the average expression level of the gene across different samples. The left and right heatmaps show the expression levels of overlapping genes in human and rat, respectively, and the genes are arranged in a consistent order. The bluer the color, the lower the expression level, and the redder the color, the higher the expression level.

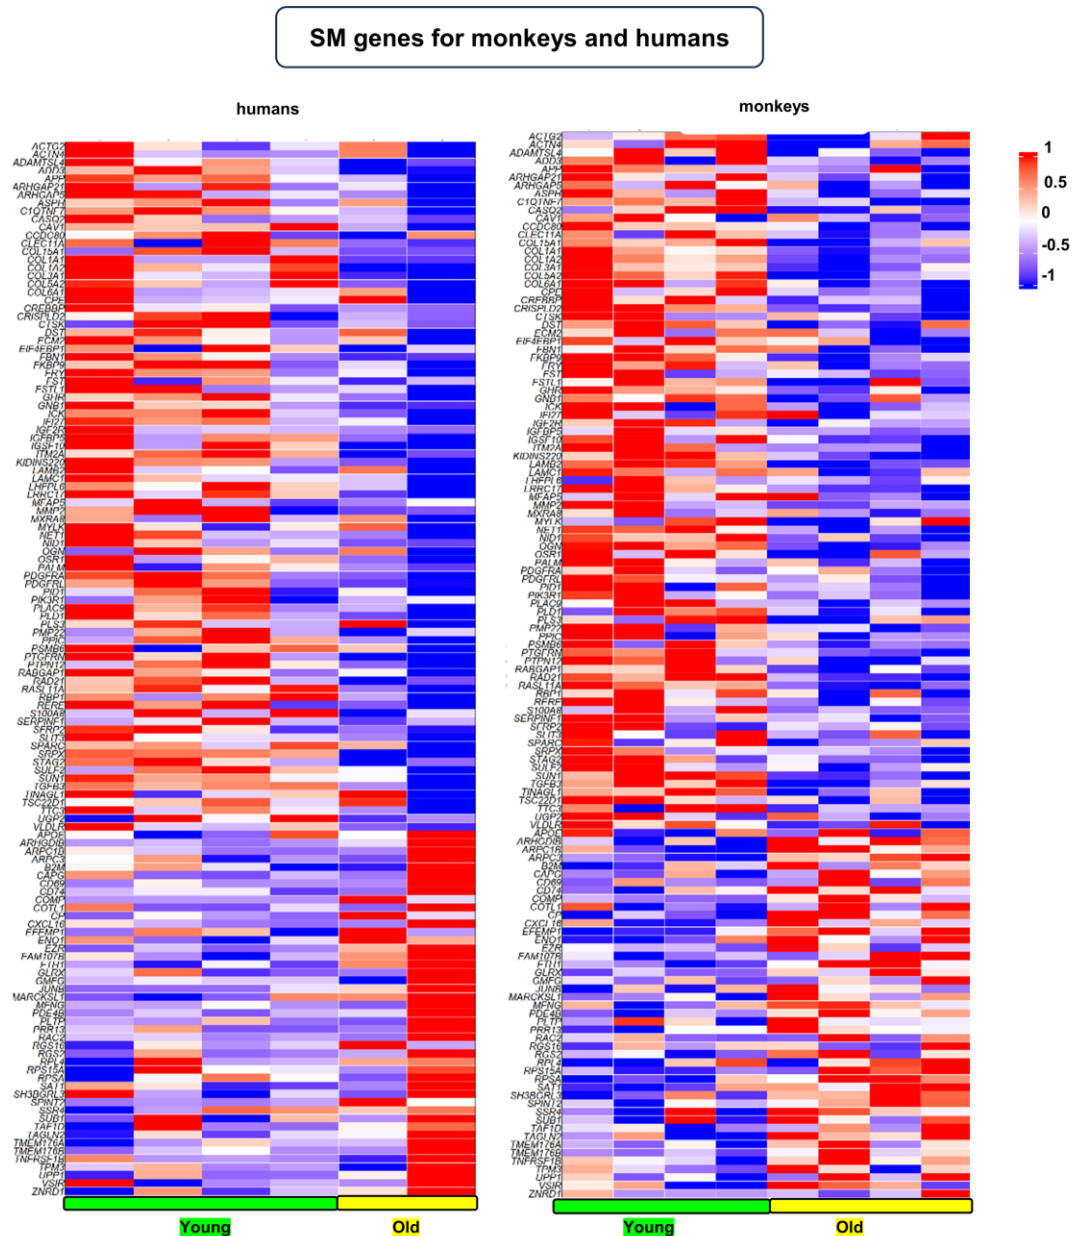

**Figure S6.** Heatmap presents the SM genes in monkeys and humans. Each cell in the heatmap represents the average expression level of the gene across different samples. The left and right heatmaps show the expression levels of overlapping genes in human and monkey, respectively, and the genes are arranged in a consistent order. The bluer the color, the lower the expression level, and the redder the color, the higher the expression level.

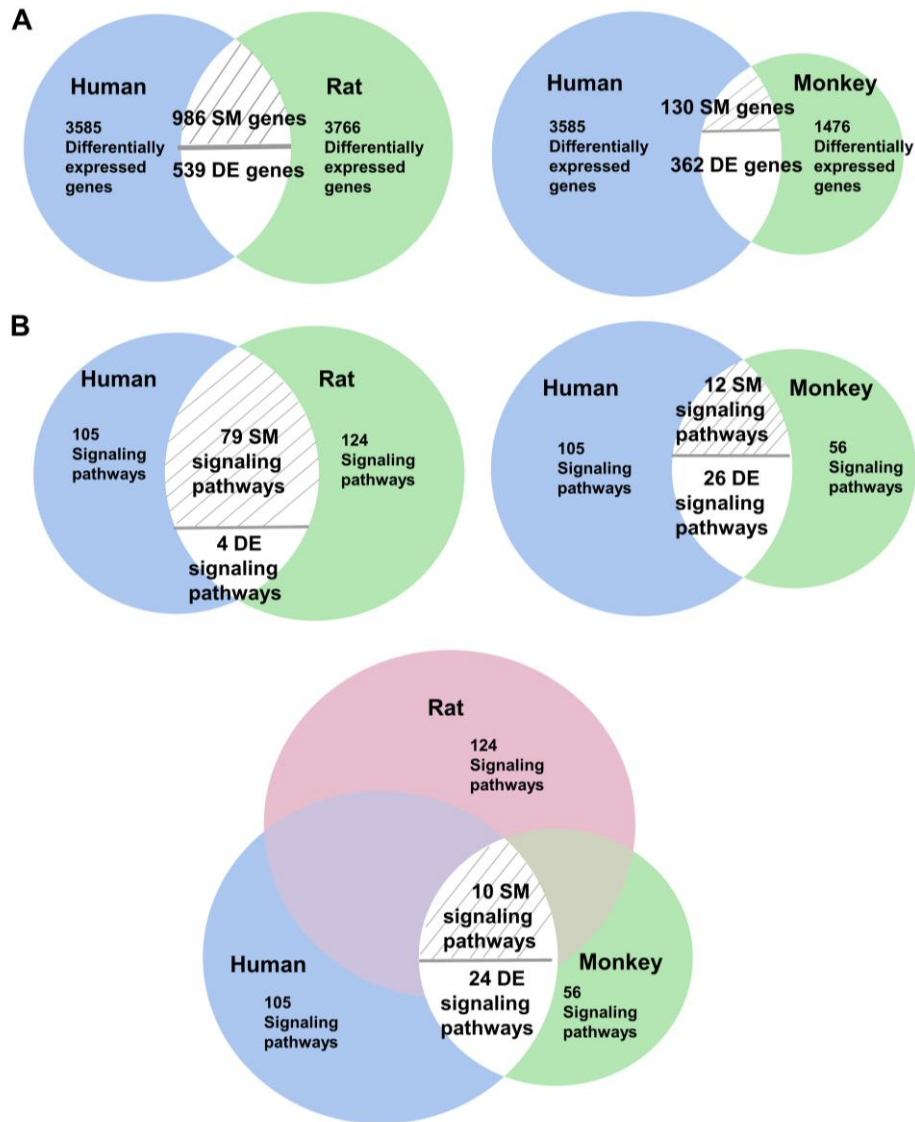

**Figure S7.** Transcriptome differential expression analysis and GSEA pathway enrichment of young and older vascular cells from rats, monkeys and humans, related to Figure 3 and Figure 4. (A) The Venn plots show the overlap number of differential genes in rats, monkeys and humans. The genes with the same relative expression trend between the young and old groups were defined as “same genes (SM genes)”; while genes with the different expression trends were defined as “different genes (DE genes)”. (B) The Venn plots show the overlap number of GSEA pathways in rats, monkeys and humans. The pathways with consistent NES symbols were defined as “SM signaling pathways”, while those with inconsistent NES symbols were labeled as “DE signaling pathways”.

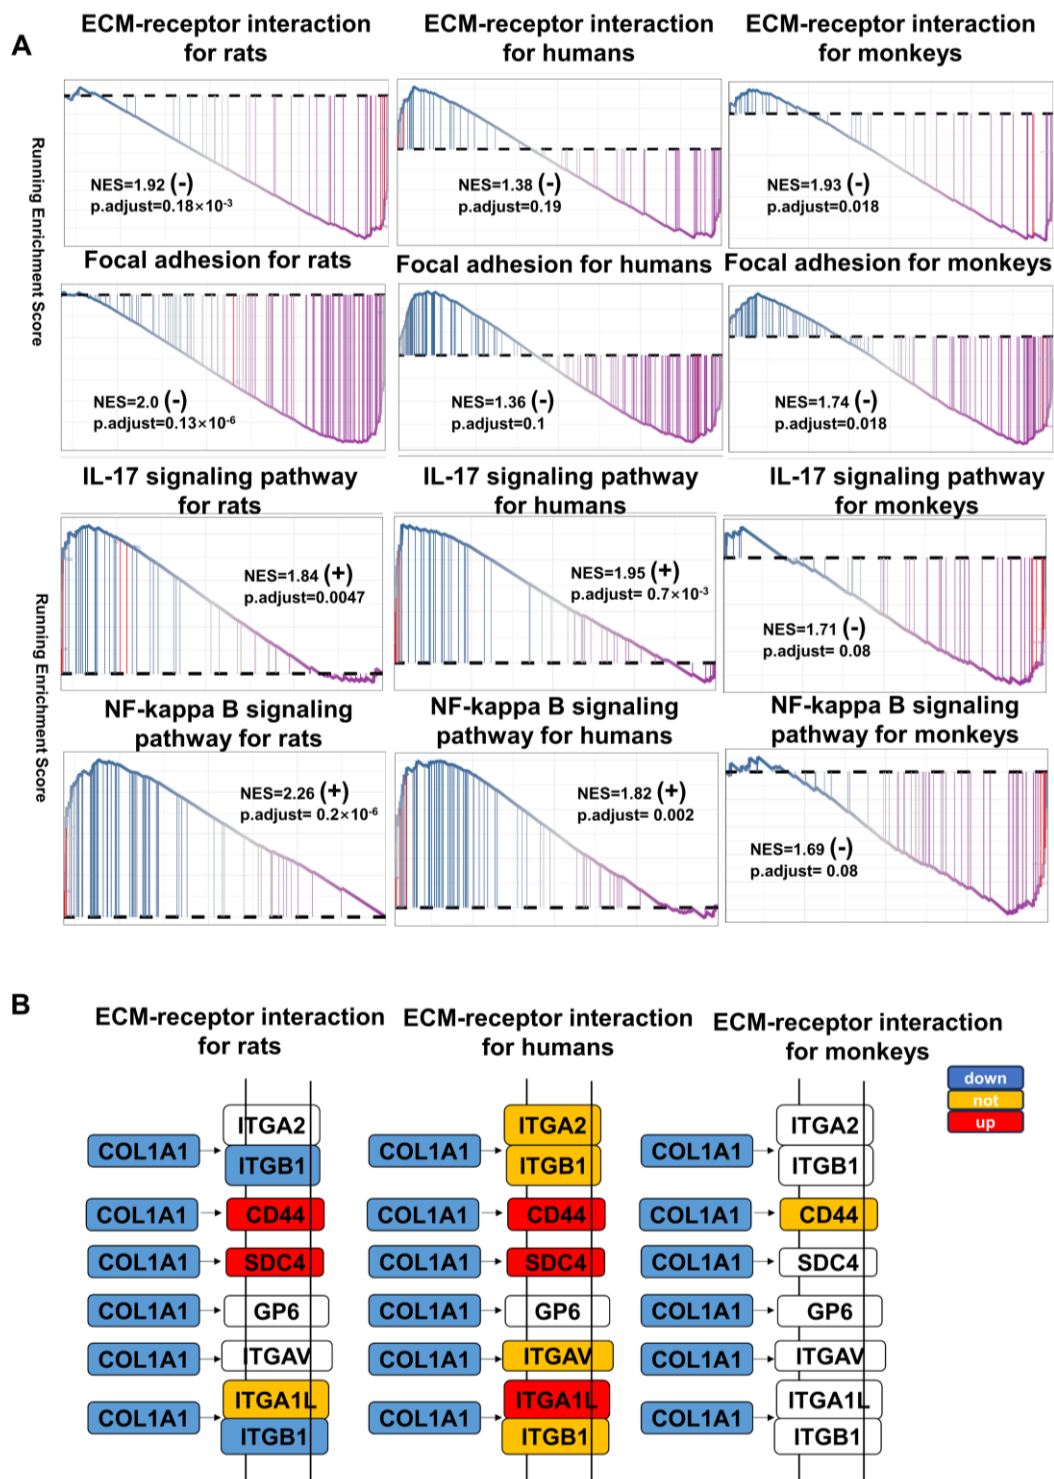

**Figure S8.** Comparison of GSEA enrichment results of rats, monkeys and humans. (A) The enrichment curve shows the expression of ECM-receptor interaction (KEGG:05412), Focal adhesion pathways (KEGG:04510), IL-17 signaling pathway (KEGG:04657) and NF-kappa B signaling pathway (KEGG:04064) in the vascular transcriptome of rats, monkeys and humans. (B) The pathway diagram shows the expression of the ECM-receptor interaction (KEGG:04512) in rats, monkeys and humans. Red boxes indicate upregulation in old cells, blue boxes indicate downregulation in old cells, and yellow boxes indicate no change.

# Supplementary material for: Cross‐species signaling pathways analysis inspire animal model selections for drug screening and target prediction in vascular aging diseases
**Source:** Evol Appl. 2024 Jun 10;17(6):e13708. doi: 10.1111/eva.13708
**Supplement:** Supplementary file 2 — Table S1. Table S2. Table S3. Table S4. Table S5.

**Table S1 Advantages and disadvantages of diverse animal models for atherosclerosis.**

| <b>Biological model</b> |                                | <b>Advantages</b>                                       | <b>Disadvantages</b>                                   | <b>Reference</b>                                       |
|-------------------------|--------------------------------|---------------------------------------------------------|--------------------------------------------------------|--------------------------------------------------------|
| in vivo                 | Rodent                         | short reproductive cycle, relatively inexpensive        | physiological structure differs significantly          | (Leitersdorf et al., 2004; José J Fuster et al., 2012) |
|                         | Non-human primates             | physiological structure is akin to humans               | expensive, long reproductive cycle                     | (Godfrey S Getz et al., 2012; J Shim et al., 2016)     |
| in vitro                | Spheroids                      | reproducibility, cost-effectiveness                     | limited ability to replicate arterial layering         | (Jun Chen et al., 2022)                                |
|                         | Cell-laden hydrogel structures | mimic human blood vessel wall layers                    | poor reproducibility, inadequate mechanical properties | (Chen CN et al., 2006)                                 |
|                         | On-chip vasculature            | provide diseased environment, achieve real-time imaging | no late-stage plaque research                          | (Mallone A et al., 2021)                               |

**Table S2 Overlapped signaling pathways in vascular aging from bulk-seq, GSE146972 and GSE164585 datasets.**

| Categories | Signaling pathways                      | NES="+"or"-" |           |           |
|------------|-----------------------------------------|--------------|-----------|-----------|
|            |                                         | Mice         |           |           |
|            |                                         | Bulk-seq     | GSE146972 | GSE164585 |
| SM         | Cytokine-cytokine receptor interaction  | +            | +         | +         |
| SM         | Chemokine signaling pathway             | +            | +         | +         |
| SM         | Phagosome                               | +            | +         | +         |
| SM         | Cell adhesion molecules                 | +            | +         | +         |
| SM         | Neutrophil extracellular trap formation | +            | +         | +         |
| SM         | NOD-like receptor signaling pathway     | +            | +         | +         |
| SM         | IL-17 signaling pathway                 | +            | +         | +         |
| DE         | Systemic lupus erythematosus            | -            | +         | +         |

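For each pathway of Table S2, the 3 members with the smallest p among those changed in the direction of the list were read. Itgam, an integrin of myeloid cells in the phagosome, adhesion and neutrophil lists, lies on chromosome 7 of GRCm38 from 128062640 to 128118491. It was at 0.602 ± 0.392 CPM (SD, n = 3) in young and 4.40 ± 0.646 (SD, n = 3) in aged aorta, with a log2 fold change of 2.85 (standard error 0.50, adjusted p = 0.306 from edgeR). Mrc1, on chromosome 2 from 14229392 to 14332057, rose from 10.4 ± 0.909 to 27.2 ± 7.75 CPM (SD, n = 3 each), a log2 fold change of 1.38 with an adjusted p of 0.317 from edgeR. Cebpb, of the IL-17 list, lies on chromosome 2 from 167688915 to 167690418 and had a log2 fold change of 2.03 (adjusted p = 0.306 from edgeR). Ccl9 and Ccl6, neighbours on chromosome 11, had log2 fold changes of 1.98 and 2.13. The others with a fitted change ranged from 0.64 for Mcu to 3.12 for Lcn2, which stayed at 2.23 CPM or below in every library. Those in between were Csf1, Tnfrsf21, Shc2, H2-K1, Cd80, C3, Birc3, Nfkbia, Mmp3 and C1s1. Fcgr4 had 2, 0 and 0 counts in young replicates 1, 2 and 3 and 25, 13 and 18 counts in aged replicates 1, 2 and 3, too few for a stable fold. None of these genes had an adjusted p below 0.05 over all genes tested by edgeR, and adjusted over the list alone 1 gene did, Cebpb. By DESeq2, Ccl9, Csf1, Tnfrsf21, Shc2, Ccl6, Itgam, Mrc1, C3, Birc3, Cebpb, Lcn2, Mmp3 and C1s1 passed. Without aged replicate 2, Ccl9, Shc2, Mrc1, Cebpb and C1s1 passed by edgeR.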

*Note:* SM, signaling pathways with consistent relative expression trends; DE, signaling pathways with opposite relative expression trends. NES= "+", Signaling pathways in a suppressed state during the vascular aging process. NES= "-", Signaling pathways in an activated state during the vascular aging process.

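The Systemic lupus erythematosus list holds histone genes beside complement, Fc receptor and antigen presentation genes. Of its 70 histone genes, 21 had enough counts to be tested, and 8 of these were higher in aged aorta with a median log2 fold change of -0.11. Of the 36 other tested genes, 25 were higher, with a median of 0.84. The list shares 26 tested genes with Neutrophil extracellular trap formation and 12 with Phagosome, so these scores are not independent. Table S2 gives a sign for each of 3 mouse datasets, and the bulk RNA-seq column differs from the other datasets for this pathway alone. A plus sign stands for a suppressed pathway in the notes of Table S2, while the paper's methods read a positive NES of old over young as activated. In the scores computed here, a positive NES means higher in aged aorta. From the signs across these datasets, the paper states that the results aligned with clinical observations.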

**Table S3 Vascular sample information for rats, monkeys, and humans.**

| <b>Species</b> | <b>GSE</b> | <b>Organisms</b>    | <b>Tissues</b> | <b>Ages</b>                                                                                        |
|----------------|------------|---------------------|----------------|----------------------------------------------------------------------------------------------------|
| Human          | GSE216860  | Homo sapiens        | aorta tissues  | the young group (3 months, 1 years, 3 years and 12 years)<br>the old group (57 years and 58 years) |
| Monkey         | GSE117715  | Macaca fascicularis | aorta tissues  | the young group (4-6 years)<br>the old group (18-21 years)                                         |
| Rat            | GSE137869  | Rattus norvegicus   | aorta tissues  | the young group (1 months)<br>the old group (23 months)                                            |

**Table S4 Age reference table for rats, monkeys, and humans.**

| Species | Ages       |             |             |              |              |              |
|---------|------------|-------------|-------------|--------------|--------------|--------------|
|         |            |             |             |              |              |              |
| Human   | 0-10 years | 10-20 years | 20-30 years | 38-47 years  | 56-69 years  | 70-90 years  |
| Monkey  | 0-3 years  | 3-5 years   | 5-9 years   | 10-13 years  | 18-23 years  | 25-30 years  |
| Rat     | 0-3 months | 3-6 months  | 6-12 months | 12-18 months | 18-24 months | 24-27 months |

**Table S5. Overlapped signaling pathways in vascular aging from GSE216860, GSE117715 and GSE137869 datasets.**

| Categories | Signaling pathways                                            | NES="+"or"-" |        |         |
|------------|---------------------------------------------------------------|--------------|--------|---------|
|            |                                                               | rats         | humans | monkeys |
| SM         | Focal adhesion                                                | -            | -      | -       |
| SM         | ECM-receptor interaction                                      | -            | -      | -       |
| SM         | Platelet activation                                           | -            | -      | -       |
| SM         | Relaxin signaling pathway                                     | -            | -      | -       |
| SM         | AGE-RAGE signaling pathway                                    | -            | -      | -       |
| SM         | Protein digestion and absorption                              | -            | -      | -       |
| SM         | Amoebiasis                                                    | -            | -      | -       |
| SM         | Proteoglycans in cancer                                       | -            | -      | -       |
| SM         | Diabetic cardiomyopathy                                       | +            | +      | +       |
| SM         | Antigen processing and presentation                           | +            | +      | +       |
| DE         | Oxidative phosphorylation                                     | -            | -      | +       |
| DE         | Thermogenesis                                                 | -            | -      | +       |
| DE         | Lipid and atherosclerosis                                     | +            | +      | -       |
| DE         | Chemokine signaling pathway                                   | +            | +      | -       |
| DE         | IL-17 signaling pathway                                       | +            | +      | -       |
| DE         | NF-kappa B signaling pathway                                  | +            | +      | -       |
| DE         | Cellular senescence                                           | +            | +      | -       |
| DE         | Toll-like receptor signaling pathway                          | +            | +      | -       |
| DE         | NOD-like receptor signaling pathway                           | +            | +      | -       |
| DE         | C-type lectin receptor signaling pathway                      | +            | +      | -       |
| DE         | TNF signaling pathway                                         | +            | +      | -       |
| DE         | Alzheimer disease                                             | -            | -      | +       |
| DE         | Parkinson disease                                             | -            | -      | +       |
| DE         | Ribosome                                                      | +            | -      | +       |
| DE         | Osteoclast differentiation                                    | +            | +      | -       |
| DE         | Alcoholic liver disease                                       | +            | +      | -       |
| DE         | Huntington disease                                            | -            | -      | +       |
| DE         | Pertussis                                                     | +            | +      | -       |
| DE         | Yersinia infection                                            | +            | +      | -       |
| DE         | Chagas disease                                                | +            | +      | -       |
| DE         | Influenza A                                                   | +            | +      | -       |
| DE         | Retrograde endocannabinoid signaling                          | -            | -      | +       |
| DE         | Viral protein interaction with cytokine and cytokine receptor | +            | +      | -       |
| DE         | Coronavirus disease-COVID-19                                  | +            | -      | +       |

*Note:* SM, signaling pathways with consistent relative expression trends; DE, signaling pathways with opposite relative expression trends.

How the deposited data were processed for this re-analysis (not part of the article)

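Aorta was collected from male C57BL/6 mice aged 6 weeks (young, 3 mice) and 6 months (aged, 3 mice), as the paper states, and RNA was sequenced single-ended. The authors made a table of reads counted per gene and a table of FPKM. The counts are whole numbers with a different total in each library, and the FPKM are proportional to them within each gene. Which aligner, counting tool, build and annotation were used is not named in the sources read here. Gene identifiers are Ensembl mouse identifiers, and 55154 of 55335 were found in GENCODE M21, whose GRCm38 coordinates are given as such. Total counts lay between 31049632 and 45832185 per library.

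The analysis used R 4.3.3. Counts were filtered with edgeR 4.0.16 (filterByExpr by group, minimum count of 10 and minimum total count of 15), normalized by TMM and fitted with quasi-likelihood models without covariates. P values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Exact permutation tests of 3 against 3 are two-sided and cannot go below 0.1. Preranked enrichment was run with fgsea 1.28.0 on log2 fold changes of aged over young aorta, with a weight of 1 and lists of at least 10 tested genes. P values of the 8 lists of Table S2 and of 27 other lists were adjusted within each family. The KEGG gene sets that the paper used were not used here. Lists for these pathways, for pathways that the paper discusses in other species, and for tissues, cell types and processes were written by hand from general knowledge. Table S2 had been read when the lists were written.

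The genes named are those the paper names, the 3 members of each list with the smallest p in the direction of the list, the 3 most abundant members of each tissue, cell type or process list where they make a point, and 5 sex-linked genes. Eln, Cebpd, Arntl and Dbp are given as well, chosen after their values were seen. Genes of the paper are taken as the mouse genes with the same letters.

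The alternatives were RLE size factors, no filter (at least 1 count in total), at least 10 counts in every library, the replicate number as a block, each library left out in turn, DESeq2 1.42.0, limma 3.58.1 on log2 FPKM with a pseudocount of 1 or 0.1, robust fitting, fold change limits of 1 and 0.1, ranking by the signed square root of F, a weight of 0, camera with a correlation of 0.01 or an estimated one, fry, lists without histone genes, genes with a mean of at least 1 CPM, and Reactome sets. Removal of mitochondrial genes, their nuclear copies and rRNA-like genes, and offsets for gene length and GC content, were added after the data were seen.

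On simulated counts with the same library sizes, the fit recovered 71.7% of 191 changed genes, made 8 false calls of 145, and called 0 genes when nothing changed. The planted changes had an absolute log2 fold change of at least 2, more than most genes named here. The share of 71.7% therefore does not measure the power for smaller changes. The simulated genes were independent of each other, unlike those of tissue. The other 2 mouse datasets of Table S2 and the single-cell data of rats, monkeys and humans were not analysed here.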

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

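The tests of the sex-linked genes, the clock arms, the proliferation genes and the mitochondrial genes reported here were chosen after the results were seen, except that for a mislabelled sample.

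Young replicate 1 stood far from the other libraries in sex-linked genes. The gap to the nearest library divided by the whole range was 0.999 for Xist, 0.677 for Ddx3y, 0.655 for Eif2s3y and 0.698 for Kdm5d in CPM, above Dixon's critical value of 0.625 for 6 libraries. For the fifth gene tested, Uty, it was 0.471. Chance gives such a gap in about 1 of 20 groups, and these genes are not independent. Xist at 305.6 CPM, against 0.636 or less in the other libraries, goes in the direction that a female sample under a male label needs. No known female library was available to show the level to be reached. The paper describes all mice as male. A mixture with male tissue is argued against by the Y-linked genes, the highest of which reached 2.00% of its mean in the other libraries. Too few reads are argued against by the total of 45832185 counts (45.8 M), the highest of the 6. Whether the mouse was female or the library came from elsewhere stays open. The same library differed in clock genes, with the repressor arm minus the active arm at -1.06 on the log2 scale against 2.27 to 4.42 in the others. Arntl was at 49.8 CPM there and at 0.747 to 8.14 elsewhere, and Dbp at 10.1 against 125 to 436. A different time of day at collection is a candidate explanation for that contrast of -1.06. Without young replicate 1, edgeR called 0 genes, with 1952 at an unadjusted p below 0.05, and 8 lists of Table S2 passed the threshold. A wrong label therefore leaves the direction of those lists in place.

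The proliferation list was higher in every aged library than in every young library, with an NES of 2.46, a signal in genes that the paper does not report for these mice. The mean log2 CPM was 1.15 higher in aged aorta, with an SD of 0.283 or less within groups, and 41 of 44 genes were higher. Mki67, Top2a and Ccnb2 had log2 fold changes of 1.91, 1.96 and 2.59, while the most abundant, Mcm6, Anln and Mcm7, were at -0.23, -0.08 and 0.33. Genes near the detection limit are argued against as the cause by an NES of 2.24 over genes with a mean of at least 1 CPM, and young replicate 1 by an NES of 2.19 without it. More macrophages in aged samples cannot be told apart from proliferation of other cells, since the list rose 0.13 more than the macrophage list with an SD of 0.58. The real split gave the largest absolute NES of 10 splits (1 of 10), the next being 2.23, and a share of splits of 3 mice against 3 cannot exclude chance. Age is the difference that the design names, and it stays open as untested.

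Genes encoded by the mitochondrial genome were also higher in every aged library, with an NES of 2.03 and 13 of 13 genes higher, which the paper does not report. Normalization is argued against as the cause, since the share of raw counts on these 13 protein-coding genes, without the mitochondrial rRNA and tRNA genes, was 9.08 percentage points higher (17.2% ± 3.22 in young, 26.3% ± 3.62 in aged aorta, SD, n = 3 each). More tissue rich in mitochondria is argued against by the nuclear genes of oxidative phosphorylation, which rose less by 0.65 on the log2 scale (SD 0.53). This contrast was at 7.79, 7.81 and 8.72 in aged replicates 1, 2 and 3, and between 7.23 and 7.64 in young aorta. The size of 0.65 therefore rests largely on aged replicate 3. The real split gave the largest absolute NES (1 of 10 splits), the next being 1.98, so chance cannot be excluded. RNA quality and handling were not tested, and age stays open.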

How the results depend on the processing

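Offsets for length and GC content and removal of mitochondrial, copy and rRNA-like genes were chosen after seeing the data. So were removal of list members at 0 counts in a whole group, thinning to a common total and repeats with other random draws. The other alternatives in this part were set beforehand. The count of 0 genes by edgeR held with RLE size factors, with either other filter, with robust fitting and with both added alternatives. Genes of unadjusted p below 0.05 then numbered 1645 to 2026, and limma on FPKM also called 0 genes. A fold change limit of 1 on top of the threshold must give 0 here, so it decides nothing. DESeq2 called 338 genes (221 higher, 117 lower in aged aorta), and an unadjusted p with a fold change limit of 0.1 gave 1723. With 1 library left out the count lay between 0 and 110, the latter without aged replicate 2. The cause was not tested. On the first principal component, the main axis of variation between libraries, aged replicate 2 lay at -13.4. The young libraries lay at -10.3, -52.2 and -40.7 there, and the other aged libraries at 62.7 and 53.8. A wrong label for aged replicate 2 therefore stays open as well. The fibroblast list had a mean log2 CPM of 6.83 in aged replicate 2, within the young range of 6.81 to 7.02. It was at 8.75 and 8.46 in aged replicates 1 and 3. The macrophage list, at 2.41 in aged replicate 2, was also within its young range of 1.98 to 2.56. Not every list did so, as the proliferation list was at 1.17 there, above every young library. Among 39 genes of the sex-linked, adipocyte, Table S2, proliferation, cardiac and single-gene results, 0 passed by edgeR, 19 by DESeq2 and between 0 and 5 with 1 library left out, with 5 without aged replicate 2. Of the genes that the paper names, counted apart, 12 passed by DESeq2, with Fkbp5, Maff and Tsc22d3 among them, and 5 without aged replicate 2 (Pltp, Pdgfra, Pcolce, Serpinf1 and Dcn). Cebpd passed under both of these settings.

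The number of lists of Table S2 past the threshold, 7, became 1 with no filter, 4 with camera at a correlation of 0.01, and 0 with camera at an estimated correlation and with fry. With 1 library left out it lay between 4 (without aged replicate 3) and 8. With Reactome sets, which were matched for 5 of the lists, 3 passed. The passing set for Cytokine-cytokine receptor interaction shared only 17 of its 193 tested genes with that list. For Phagosome it was 18 of 68, and for Chemokine signaling pathway 22 of 31. These sets therefore test the same genes only in part. Under the other enrichment alternatives it lay between 5 and 8. Systemic lupus erythematosus had an NES of -0.89 with no filter, an adjusted p of 0.350 with camera at an estimated correlation and 0.224 with fry, and an NES between 1.32 (without aged replicate 3, adjusted p 0.153) and 1.75 with 1 library left out. Over its alternatives the adjusted p ranged up to 0.823. Neutrophil extracellular trap formation reversed to -0.98 and -0.91 with limma on FPKM with a pseudocount of 1 and 0.1, and with 1 library left out lay between -1.14 (without aged replicate 3) and 1.46. NOD-like receptor signaling pathway reversed to -0.73 with limma and a pseudocount of 1. Limma on FPKM moved the median log2 fold change of all genes to -0.12 and -0.19, where edgeR gave 0.02. Cell adhesion molecules reversed to -1.10 with a Reactome set for integrins, which shares 18 genes with the list. It also lost its call without young replicate 3, aged replicate 1 or aged replicate 3, and NOD-like receptor signaling pathway without young replicate 2 or 3 or aged replicate 1 or 3. IL-17 signaling pathway kept a positive NES but missed the threshold with no filter (adjusted p 0.390), at least 10 counts in every library (0.183), ranking by F (0.0707), a weight of 0 (0.0888) and a mean of at least 1 CPM (0.0889). Chemokine signaling pathway did so with no filter (0.208), limma with a pseudocount of 1 (0.0548) and a weight of 0 (0.0870). Both also missed it with camera and fry. Further losses were those of Phagosome and Cell adhesion molecules with no filter, and of NOD-like receptor signaling pathway with RLE size factors, either other filter, a mean of at least 1 CPM, limma with a pseudocount of 0.1, camera at a correlation of 0.01 and Reactome sets. The cause was not tested for these.

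With the replicate number as a block, edgeR called 0 genes, 6 lists of Table S2 passed and Systemic lupus erythematosus had an NES of 1.64. NOD-like receptor signaling pathway lost its call (adjusted p 0.0577). The log2 fold changes of Cidea and Plin4 reversed to -0.54 and -0.056 with this block. Correlations of replicate deviations were 0.079, 0.117 and 0.096, so the numbers do not pair the mice.

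Of the other lists, 13 passed the threshold, 0 did with fry (4 at an unadjusted p below 0.05), and between 10 and 14 did with 1 library left out. Without members at 0 counts in a whole group, of which Col6a5 was the only one, 14 passed. The added one, Oxidative phosphorylation, had kept all of its members (adjusted p 0.0395 against 0.0597), so the random draws of the enrichment test moved it. The main test was therefore repeated with 20 other draws, also chosen after seeing the data. Of these, 14 of 20 called Oxidative phosphorylation, 16 Imprinted growth genes, 18 Smooth muscle cell and 17 Neutrophil extracellular trap formation, which the main draw left at 0.0527. The counts lay between 7 and 8 for Table S2 and between 12 and 14 for the other lists, and no other list changed its call. With 1 library left out, brown adipocyte genes lay between -2.03 (without aged replicate 2) and 1.89, mesothelial and epithelial genes between -2.16 and 1.24 (without young replicate 2), and endothelial genes between -0.78 (without aged replicate 3) and 1.91. Among genes, limma with a pseudocount of 1 reversed Cidea to -0.71, Plin4 to -0.27, Col1a1 to -0.11 and Jun to -0.024, and with 0.1 to -0.75, -0.27, -0.11 and -0.023. With 1 library left out the log2 fold change of Xist lay between -8.21 and 0.88 (without young replicate 1), Eif2s3y between -0.14 and 1.016, Kdm5d between -0.16 and 1.06, Plin4 between -0.46 and 0.37, Car3 between -0.98 and 0.33, and Jun between -0.34 and 0.51. Col1a1 lay between -0.21 and 0.45, Ucp1 between -1.68 (without aged replicate 2) and 2.39, Cidea between -2.25 and 1.33, and Fos between -1.44 and 0.10. The cause was not tested.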

Differences from the paper's values

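For Systemic lupus erythematosus, the paper's sign of the NES in the bulk RNA-seq column of Table S2 is -1 when a minus is written as a number, and the sign computed here is 1, with a positive NES read as higher in aged aorta. Of the alternatives set before the data were examined, the sign matched the paper's with no filter on low counts, where it was -1. It did not match with RLE size factors, at least 10 counts in every library, the replicate block, any library left out, DESeq2, limma on FPKM, ranking by F, a weight of 0, camera, fry, lists without histone genes, or genes with a mean of at least 1 CPM. No Reactome set was matched to this pathway. The notes of Table S2 give a plus to suppressed pathways. On that reading the 7 lists with a plus would be lower in aged aorta in the paper and higher here, and Systemic lupus erythematosus would match. The lists used here were written by hand and are not the gene sets of the paper.

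The paper states a minimum depth of about 50 M (mega) sequences per library, and the lowest total here was 31.05 M. The paper's value counts sequences read and the value here counts reads on genes, so they are different quantities.

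The paper describes all mice as male, while Xist in young replicate 1 was at 305.6 CPM.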

Other observations

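In this part, the splits for the gene lists, the tests of length with GC content, of abundant mitochondrial and rRNA-like genes, of library size, of blood alone, of the share of smooth muscle cells and of the list without a filter, the glucocorticoid tests and the removal of Col6a5 from lists were chosen after the results were seen.

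Other splits of the 6 libraries were compared with the real one. For genes called by edgeR the comparison decides nothing, since the real split had 0 and all 10 of 10 splits must reach that. The split that exchanges aged replicate 2 with young replicate 1 had 4. Of the splits, 4 of 10 had as many lists of Table S2 past the threshold in 1 direction. For the other lists, 4 of 10 splits had as many past the threshold. Chance therefore cannot be excluded for these counts of lists, and splits of 3 mice against 3 never give a share below 0.1. The 3 splits that exchange aged replicate 2 with 1 of the young replicates had 8 lists of Table S2 past the threshold. The real split had the highest number of genes at an unadjusted p below 0.05, 1723, the next being 1625.

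For the genes that differ, adipose tissue stays open, with a difference of -0.054 in the adipocyte list and an SD of 1.30, since aged replicate 2 had the highest mean of the list (6.62, against 4.16 and 4.63 in the other aged libraries). Muscle stays open, with a difference of -1.21 in the cardiac list and an SD of 1.39, since Myh6 was at 79.7 CPM in young replicate 1 and between 0.875 and 13.1 elsewhere. Without young replicate 1 the NES of the cardiac list was -1.32, no longer past the threshold. Time of day stays open, with a difference of 1.36 between the clock arms and an SD of 2.84, since young replicate 1 was at -1.06. The other young libraries, at 4.20 and 3.42, lay within the aged range of 2.27 to 4.42. Gene length stays open for single genes, since the median log2 fold change of the longest quintile minus that of the shortest was -0.24.

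For the lists of Table S2, gene length and GC content are argued against as the whole cause by 7 lists past the threshold with offsets for both, which moved 12.6% of genes by more than 0.1 on the log2 scale around the median change. Library size is argued against as the cause. After thinning every library to 31049632 counts, which removes the difference in totals, 8 lists passed with NES between 1.35 and 2.04. Log2 fold changes moved with an SD of 0.052, which includes the noise of thinning, and 6.17% of genes moved by more than 0.1. Totals before thinning also overlapped, at 31.05 to 45.8 M in young and 31.9 to 40.4 M in aged aorta. Without mitochondrial genes, their nuclear copies and rRNA-like genes 8 lists passed as well, but log2 fold changes of the other genes moved with an SD of 0.0043, so this removal decides nothing. For the higher immune lists, the macrophage list rose 0.87 more than the red blood cell list, with an SD of 0.53 (exact two-sided permutation p = 0.2). The groups overlapped, with young replicate 1 at -1.48 and aged replicate 3 at -1.49. This goes against blood as the whole cause but does not exclude it. Lymphoid tissue stays open, with a difference of 0.044 in the T cell list and an SD of 0.84. A lower share of smooth muscle cells would raise the lists of other tissues and cell types alike. Of these, 9 were higher and the remaining ones were not. The macrophage list rose 0.87 more than the red blood cell list (SD 0.53), but the groups overlapped in that contrast. A lower share of smooth muscle cells therefore stays open, as the smooth muscle list was 0.41 lower in aged aorta.

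The positive sign of Systemic lupus erythematosus is not carried by histone genes, since its NES was 2.09 without them. Lower proliferation in aged aorta is argued against by the NES of 2.46 of the proliferation list. The negative sign without a filter on low counts is not carried by histone genes either, since the NES was -0.96 without them. For collagen genes, a median log2 fold change of -0.23 stood beside a mean of 0.09 and an NES of 1.01. Of the genes 15 of 36 were higher in aged aorta, and camera and fry put the list lower. The positive mean rests on Col6a5, which had 0 counts in every young library. Without it the mean was -0.12 and the NES -1.26 (adjusted p 0.229). Growth of the vessel by cell division at 6 weeks would put the proliferation list higher in young aorta. That list was instead 1.15 higher in aged aorta, with an SD of 0.283 or less within groups. The direction is opposite to that prediction. It does not decide on growth of the vessel wall, since the rise cannot be told apart from more macrophages in aged samples. Imprinted growth genes were also higher in aged aorta, by 0.30, but with an SD of 0.41. Neither list measures matrix synthesis, so more of it at 6 weeks stays open.

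Fkbp5, Tsc22d3 and Cebpd, which respond to glucocorticoids, were higher in aged aorta, with log2 fold changes of 3.11, 1.98 and 1.80 and adjusted p of 0.306, 0.377 and 0.259 from edgeR. By DESeq2 the adjusted p was 1.85e-07, 0.00383 and 4.63e-06. A glucocorticoid response may explain this, and it was tested on other responsive genes. A first list of 15 tested genes had an NES of 1.78 (p = 0.00438, permutation of genes). It held 2 genes that appear in the paper's figures and had already been tabulated, Crispld2 and Pik3r1, so it was run again without them after the first result was seen. The remaining 13 genes had an NES of 1.79 (p = 0.00100, permutation of genes), and 10 of 13 were higher. The mean was 0.87 higher on the log2 scale with an SD of 0.57 or less (exact two-sided permutation p = 0.2). Camera with an estimated correlation gave p = 0.0698 and fry gave p = 0.0777 for this list, by tests that treat mice as replicates, and 0.0507 and 0.0538 for the first list. The requirement that these tests pass as well was also added after the first result. The question therefore stays open.

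For pathways that the paper discusses in rats, monkeys and humans, these mice gave an NES of 1.69 for NF-kappa B signaling pathway (adjusted p = 0.00243, permutation of genes), which lost its call without young replicate 1 (1.23), aged replicate 1 (1.22) or aged replicate 3 (1.00). ECM-receptor interaction had an NES of 1.13 and a mean log2 fold change of 0.08 but a median of -0.19, with 31 of 78 genes higher. Focal adhesion had an NES of 1.08, a mean of 0.06 and a median of -0.05, with 86 of 183 genes higher. Camera and fry put both lower. Without Col6a5 the mean was -0.021 and the NES -1.03 for ECM-receptor interaction, and 0.015 and 0.87 for Focal adhesion. Neither passed the threshold with or without it. AP-1 transcription factors had an NES of 1.08 and Cellular senescence 1.21. None of these 4 passed the threshold. Of the 143 tested genes that the paper names, 90 were higher and 53 lower in aged aorta. By edgeR 0 passed the threshold over all genes, with 37 at an unadjusted p below 0.05, and adjusted over the list alone 2 did, Maff and Fkbp5. Col1a1 had a log2 fold change of 0.17 (adjusted p = 0.882 from edgeR) and Junb 1.22 (0.377), while Atf3 was at -1.79 (0.377), Fos at -0.34 and Jun at 0.15. By DESeq2 the adjusted p was 0.0131 for Junb and 0.0176 for Atf3. Eln had a log2 fold change of -0.94, at 5038 ± 225 CPM in young and 2634 ± 612 in aged aorta (SD, n = 3 each), with an adjusted p of 0.372 from edgeR and 0.00709 from DESeq2.

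Of the tissue and process lists, those past the threshold and higher in aged aorta beside the ones above were Macrophage (NES 2.21), Interferon response (2.10), Ribosomal proteins (2.08), Fibroblast (2.08), Endothelial cell (1.70), Brown adipocyte (1.70) and Imprinted growth genes (1.58). Lower ones were Cardiac muscle (-2.35), Smooth muscle cell (-1.75) and Mesothelial and epithelial (-1.74). Imprinted growth genes lost the call with any library left out (NES 0.75 to 1.51), and Smooth muscle cell without any 1 of the aged replicates (-1.50, -1.66 and -1.52). Brown adipocyte was at -2.03 without aged replicate 2, and also lost the call without young replicate 1 (1.54) or young replicate 3 (1.25). Mesothelial and epithelial was at 1.24 without young replicate 2 and -1.30 without aged replicate 1, and Endothelial cell at -0.78 without aged replicate 3. Adipocyte (1.15), Skeletal muscle (0.91), Schwann cell and nerve (1.35), Oxidative phosphorylation (1.43, which passed in 14 of 20 other random draws), Clock, repressor arm (1.32), T cell (-1.07), Immediate early and dissection stress (-0.94), Histone genes (-1.19) and Replication-dependent histones (-1.28) did not pass. Adipocyte had a median log2 fold change of 0.41, T cell a median of -0.60 and a mean of -0.04. With fewer than 10 tested genes, Red blood cell, B cell, Plasma cell, Neutrophil and Clock, active arm had only a median log2 fold change, of 0.16, -0.14, 0.08, 1.33 and -1.09. Camera with a correlation of 0.01 called 12 of 32 other lists, and 0 were called with an estimated correlation (lowest adjusted p 0.320, 1 list at an unadjusted p below 0.05) or with fry (lowest adjusted p 0.0895).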
